# Sequential induction of three recombination directionality factors directs assembly of tripartite integrative and conjugative elements

**DOI:** 10.1371/journal.pgen.1007292

**Published:** 2018-03-22

**Authors:** Timothy L. Haskett, Jason J. Terpolilli, Vinoy K. Ramachandran, Callum J. Verdonk, Phillip S. Poole, Graham W. O’Hara, Joshua P. Ramsay

## Abstract

Tripartite integrative and conjugative elements (ICE^3^) are a novel form of ICE that exist as three separate DNA regions integrated within the genomes of *Mesorhizobium* spp. Prior to conjugative transfer the three ICE^3^ regions of *M*. *ciceri* WSM1271 ICE*Mc*Sym^1271^ combine and excise to form a single circular element. This assembly requires three coordinated recombination events involving three site-specific recombinases IntS, IntG and IntM. Here, we demonstrate that three excisionases–or recombination directionality factors—RdfS, RdfG and RdfM are required for ICE^3^ excision. Transcriptome sequencing revealed that expression of ICE^3^ transfer and conjugation genes was induced by quorum sensing. Quorum sensing activated expression of *rdfS*, and in turn RdfS stimulated transcription of both *rdfG* and *rdfM*. Therefore, RdfS acts as a “master controller” of ICE^3^ assembly and excision. The dependence of all three excisive reactions on RdfS ensures that ICE^3^ excision occurs via a stepwise sequence of recombination events that avoids splitting the chromosome into a non-viable configuration. These discoveries expose a surprisingly simple control system guiding molecular assembly of these novel and complex mobile genetic elements and highlight the diverse and critical functions of excisionase proteins in control of horizontal gene transfer.

## Author summary

Bacteria evolve and adapt quickly through the horizontal transfer of DNA. A major mechanism facilitating this transfer is conjugation. Conjugative DNA elements that integrate into the chromosome are termed ‘Integrative and Conjugative Elements’ (ICE). We recently discovered a unique form of ICE that undergoes a complex series of recombination events with the host chromosome to split itself into three separate parts. This tripartite ICE must also precisely order its recombination when leaving the current host to avoid splitting the host chromosome and the ICE into non-viable parts. In this work, we show that the tripartite ICEs use chemical cell-cell communication to stimulate recombination and that recombination events are specifically ordered through cascaded transcriptional activation of small DNA-binding proteins called recombination directionality factors. Despite the inherent complexity of tripartite ICEs this work exposes a surprisingly simple system to stimulate their precise and ordered molecular assembly prior to horizontal transfer.

## Introduction

Bacterial genome evolution proceeds at a rapid pace largely due to the sharing of genetic material [1]. This gene exchange is often facilitated by mobile genetic elements (MGEs) such as plasmids, bacteriophage and other chromosomally-integrating elements [2, 3]. MGEs have evolved sophisticated mechanisms to maintain themselves in their host while opportunistically infecting neighbouring organisms, maximising their dissemination through both vertical and horizontal modes of descent [4]. MGEs frequently harbour genes conferring selective benefit to hosts such as virulence, metabolism, symbiosis and antimicrobial-resistance determinants [5–10]. The rapid progress in genome sequencing this century has revealed the ubiquity of MGEs in microbial genomes and specifically, the abundance of MGE-encoded conjugation systems highlights conjugation as a major mechanism of horizontal transmission [11]. It has also become increasingly apparent that ‘non-conjugative’ plasmids and chromosomally-integrating elements may exploit conjugation systems encoded by other MGEs for their own transfer [12–14]. The bacterial mobilome can therefore be viewed as a DNA ecosystem where MGEs compete for an environmental niche defined by the hosts in which they can infect and persist.

Integrative and conjugative elements (ICEs) are the most recently defined MGE, but are probably the most abundant conjugative elements in bacteria [11]. Unlike plasmids, ICEs integrate within their host’s chromosome, negating a strict requirement for full-time extrachromosomal replication systems [15, 16]. Once stimulated to transfer, ICEs excise from the chromosome to form a circular episome capable of conjugation. Rolling-circle replication is an essential part of most conjugation systems so most ICEs likely have the capacity to replicate via this mechanism once excised [17]. Cells carrying an excised ICE can persist in this transfer-competent state and potentially donate ICEs to multiple recipients. Understanding the triggers for ICE transfer requires knowledge of regulatory cues stimulating ICE excision.

Symbiosis ICEs of *Mesorhizobium* spp. are a diverse family of large (~0.5-Mb) ICEs capable of converting non-symbiotic mesorhizobia into symbionts of plant legume species [8, 18–22]. The symbiosis ICE of *M*. *loti* R7A, ICE*Ml*Sym^R7A^, is a 502-kb ICE encoding genes enabling symbiosis with *Lotus* spp. [8, 18, 21, 23]. Integration of ICE*Ml*Sym^R7A^ into mesorhizobial chromosomes is facilitated by the tyrosine recombinase (integrase) IntS [23]. The IntS attachment site *attP*_*S*_ (the subscript denotes the integrase associated with the *att* site) located on the excised circular ICE*Ml*Sym^R7A^ contains a 17-bp DNA sequence identical to the 3’-end of the sole *phe*-tRNA gene (*attB*_*S*_), which is the target for IntS-mediated recombination. Recombination between *attP*_*S*_ and *attB*_*S*_ produces the hybrid sites *attL*_*S*_ and *attR*_*S*_, which flank the integrated ICE*Ml*Sym^R7A^ and together form a direct 17-bp repeat demarcating the ICE*Ml*Sym^R7A^ insertion site [18, 23].

Integrase-mediated recombination can be modulated by additional protein factors that alter the integrase-DNA complex and favoured direction of recombination [24, 25]. Recombination directionality factors (RDFs, or excisionases) are generally small winged-helix-turn-helix domain DNA-binding proteins that bend DNA within integrase *att* sites [25]. Excision of ICE*Ml*Sym^R7A^ requires the RDF RdfS (S1 Fig). Overexpression of *rdfS* cures ICE*Ml*Sym^R7A^ from *M*. *loti* R7A cells producing the non-symbiotic derivative R7ANS [23]. A synthetic non-replicative mini-ICE carrying only *attP*_*S*_ and *intS* is able to integrate into the *attB*_*S*_ site of R7ANS, confirming IntS is the only ICE*Ml*Sym^R7A^ protein required for integration. Subsequent introduction of a plasmid constitutively expressing *rdfS* stimulates loss of the integrated mini-ICE from R7ANS [23], suggesting that like other excisionases, RdfS probably binds the IntS attachment sites to stimulate IntS-catalysed formation of *attP*_*S*_ and *attB*_*S*._

Recently we identified a new form of ICE, termed a tripartite ICE (ICE^3^), composed of three separated chromosomal regions of DNA α, β and γ [19, 26]. Three site-specific recombination reactions assemble these ICE^3^ regions into a single circular entity prior to conjugation. The ICE^3^ of *M*. *ciceri* WSM1271 (ICE*Mc*Sym^1271^) carries homologues of *rdfS*, *intS* and all genes identified as being required for horizontal transfer of ICE*Ml*Sym^R7A^. However, ICE*Mc*Sym^1271^ carries two additional tyrosine recombinases IntG and IntM, two additional predicted excisionases RdfG and RdfM and two additional sets of attachment sites *attL*_*G*,_ *attR*_*G*_, *attP*_*G*_, *attB*_*G*_, and *attL*_*M*,_ *attR*_*M*_. *attP*_*M*_, *attB*_*M*_ (Fig 1A) [19]. Using a synthetic non-replicative mini-ICE^3^ element containing all three *attP* sites derived from ICE*Mc*Sym^1271^, IntS, IntG and IntM were demonstrated to mediate chromosomal integration and subsequent dispersal of this mini-ICE^3^ into the separate regions α, β and γ [19]. We additionally identified numerous putative tripartite ICEs in diverse symbiotic mesorhizobia, each carrying unique genetic cargo in each ICE^3^ region. We propose that the tripartite integration pattern serves to stabilize the ICE in the host and protect it from potential destabilisation by competing ICEs and other integrative elements [26].

**Fig 1:**
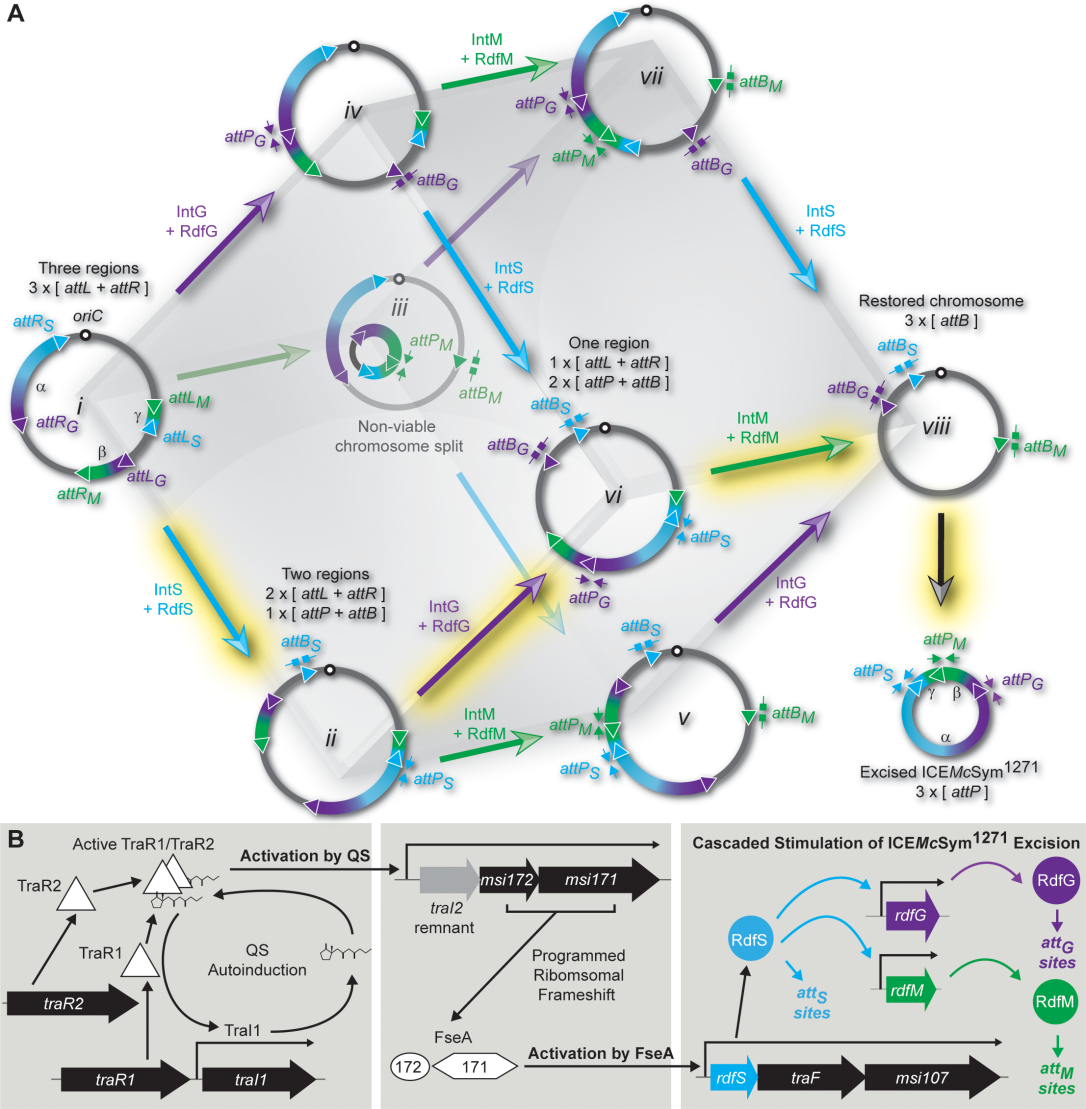
ICE*Mc*Sym^1271^ assembly, excision and regulation. (A) Schematic of the possible ICE*Mc*Sym^1271^ recombination states and recombination reactions leading to formation of excised ICE*Mc*Sym^1271^ assembled from regions α, β and γ. The recombination targets *attP*, *attB*, *attL* and *attR* (triangles) and recombination reactions (large arrows) are color-coded for each integrase: cyan for IntS; magenta for IntG; green for IntM. Primers for qPCR measurement of recombination are indicated as block-headed arrows for *attB* sites and triangle-headed arrows for *attP* sites (see Materials and Methods and S1 Table for details). Data presented here support a model where RDF-stimulated excisive reactions occur in the order IntS > IntG > IntM (highlighted in yellow) to produce excised ICE*Mc*Sym^1271^. (B) The regulatory model of quorum-sensing mediated stimulation of ICE*Mc*Sym^1271^ assembly and excision. TraR1 and TraR2 bind AHLs produced by TraI1. TraR1/2-AHL complex(es) activate transcription from the *traI1* and *traI2* promoters. *traI2-msi172-msi171* expression leads to production of FseA and transcriptional activation of the *rdfS* operon. RdfS stimulates excisive IntS-mediated recombination and promotes expression of RdfG and RdfM. RdfG stimulates the excisive IntG-mediated reaction and RdfM stimulates excisive IntM-mediated recombination and excision.

The increased complexity introduced by the three separate recombination reactions required for ICE*Mc*Sym^1271^ integration and excision allows for the potential formation of eight distinct chromosomal recombination states [19]. The arrival at any particular state depends on the prior order and direction of the recombination reactions catalysed by IntS, IntG and IntM. Not all eight states can be reconstructed using the mini-ICE^3^, suggesting some states are non-viable. Specifically, our model indicates that if the first excisive reaction is catalysed by IntM, i.e. *attL*_*M*_ + *attR*_*M*_ > *attP*_*M*_ + *attB*_*M*_, then the chromosome is split into two parts, one part lacking the likely essential *phe* and *his*-tRNA genes and the other part an origin-of-replication (Fig 1A) (ICE^3^ recombination reactions producing *attP* + *attB* do not necessarily result in ICE^3^ excision *per se*, but for simplicity will be referred as ‘excisive’). Quantitative PCR (qPCR) assays measuring IntM-mediated formation of *attP*_*M*_ + *attB*_*M*_ indicate the excisive IntM reaction occurs at the lowest frequency of the three integrase-mediated reactions [19], suggesting evolved regulatory control mechanisms might prevent IntM-mediated excisive recombination occurring before other reactions, precluding formation of the non-viable chromosome state.

In this work, we show that the three excisive reactions of ICE*Mc*Sym^1271^ are dependent on three distinct RDFs, RdfG, RdfM, and RdfS. ICE*Mc*Sym^1271^ excision and transfer is stimulated by quorum sensing (QS). RNA sequencing (RNAseq) revealed QS activation results in activation of *rdfS* expression (Fig 1B). Surprisingly, all three *attL* + *attR* > *attP* + *attB* reactions were dependent on *rdfS* and we demonstrated that this is because RdfS activates expression from the *rdfG* and *rdfM* promoters. Therefore, the ordered assembly and excision of ICE*Mc*Sym^1271^ is accomplished through a cascade of transcriptional activation initiated by QS and finalised by RdfS, ensuring RdfS is always the first excisionase translated and that IntS-catalysed excisive recombination occurs ahead of the IntG and IntM-catalysed reactions.

## Results

### RdfG and RdfM are required for excisive IntG and IntM-mediated recombination

Integration (formation of *attL* + *attR* from *attP* + *attB*) and excision (formation of *attP* + *attB* from *attL* + *attR*) of ICE*Ml*Sym^R7A^ are catalysed by the integrase IntS, however, integration is favoured in the absence of RdfS. Overexpression of *rdfS* in R7A stimulates the excision reaction and results in loss of ICE*Ml*Sym^R7A^ from the cell [23]. In contrast, the tripartite ICE*Mc*Sym^1271^ of WSM1271 requires the concerted action of three integrases IntG, IntM, and IntS to direct integration and excision [19]. In addition to a homologue of *rdfS*, two other putative excisionase genes *rdfG* and *rdfM* are present on ICE*Mc*Sym^1271^ [19, 26]. *rdfG* is oriented convergently with *intG* on ICE*Mc*Sym^1271^ region β and *rdfM* is encoded directly upstream of *intM* on ICE*Mc*Sym^1271^ region γ. Like RdfS, RdfG (Mesci_2550) and RdfM (Mesci_2345) are MerR superfamily proteins with a predicted winged-helix-turn-helix secondary structure (S1 Fig). To investigate potential roles of *rdfG* and *rdfM* we replaced each gene with an *ΩaadA* cassette producing strains 1271Δ*rdfG*::Ω*aadA* and 1271Δ*rdfM*::Ω*aadA*, respectively, and using our previously validated qPCR assay [19], measured the abundance of each the three pairs of *attP* and *attB* sites formed following each of the three excisive reactions. In wild-type WSM1271, *attP*_*G*_ + *attB*_G_ and *attP*_S_ + *attB*_*S*_ sites were detected at a frequency of 0.1–1% per chromosome and *attP*_M_ + *attB*_*M*_ sites were detected at 0.01–0.1% (Fig 2A). In contrast, *attP*_*G*_ + *attB*_G_ sites were undetectable in 1271Δ*rdfG*::Ω*aadA* and *attP*_*M*_ + *attB*_M_ sites were undetectable in 1271Δ*rdfM*::Ω*aadA*. The abundance of the two remaining pairs of *attP* + *attB* sites in each of these mutant strains was similar to that of WSM1271. Complementation of 1271Δ*rdfG*::Ω*aadA* with a cloned copy of *rdfG* and its native promoter partially restored *attP*_*G*_ + *attB*_*G*_ formation and complementation of 1271Δ*rdfM*::Ω*aadA* with a cloned copy of *rdfM* and its native promoter restored *attP*_*M*_ + *attB*_*M*_ production. These experiments therefore confirmed the roles of RdfG and RdfM in excisive IntG and IntM reactions, respectively.

**Fig 2:**
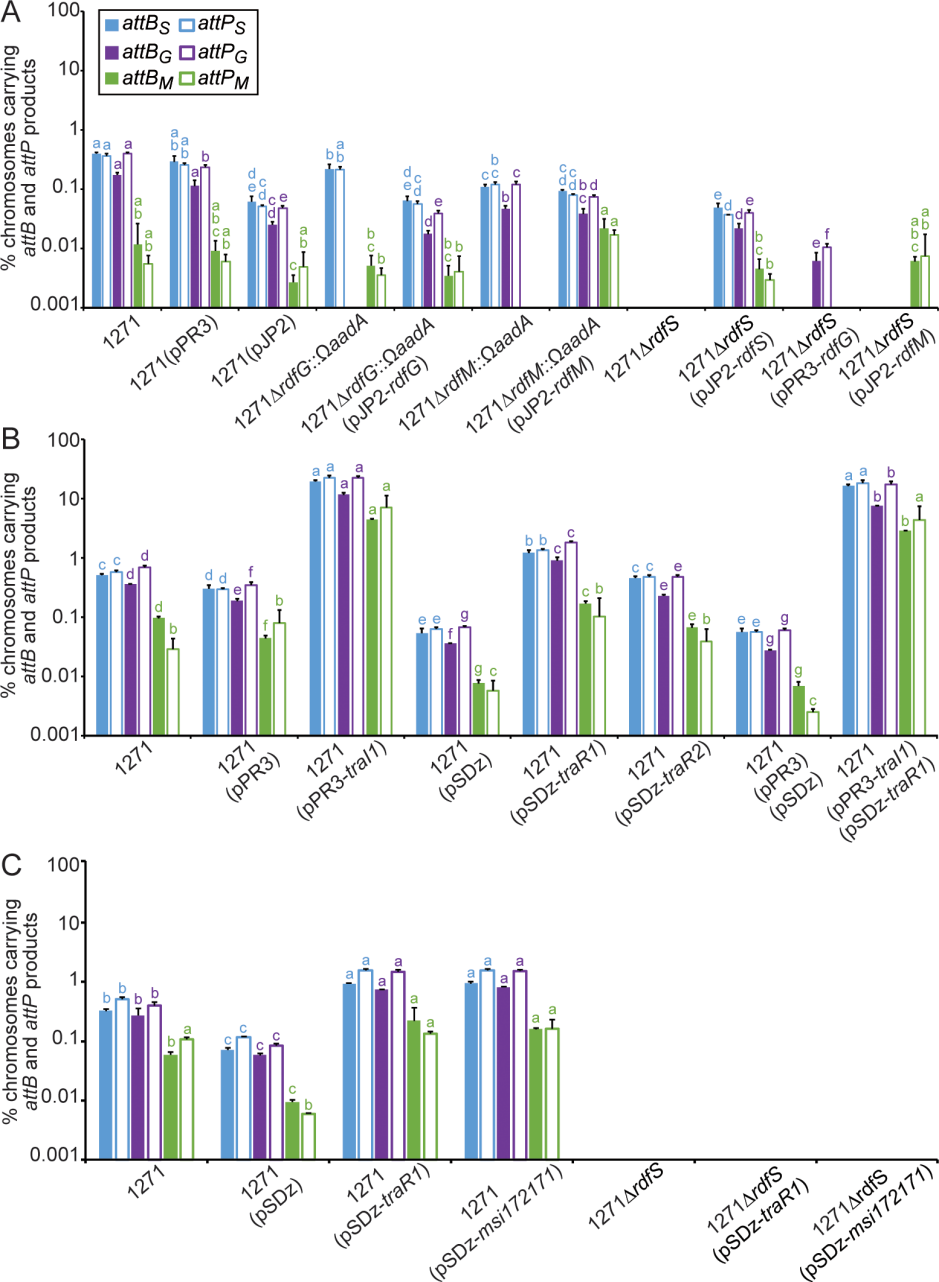
qPCR measurement of excisive ICE*Mc*Sym^1271^ recombination. Measurements represent the mean percentage of WSM1271 chromosomes in stationary-phase cultures harbouring each excisive Int-mediated recombination product (*attB*_*S*_, *attP*_*S*_, *attB*_*G*_, *attP*_*G*_, *attP*_*M*_, *and attP*_*M*_) determined by qPCR [19]. Where appropriate, plasmids carried by WSM1271 (here abbreviated as 1271) are listed in brackets after the strain name (see Table 3 for a description of plasmids). Values for each of the assay types *attB*_*S*_, *attP*_*S*_, *attB*_*G*_, *attP*_*G*_, *attP*_*M*_, and *attP*_*M*_ site were individually compared between strains within the same panel (panel A, B, or C) using ANOVA and Fisher’s LSD test controlling for type I error using the Bonferroni adjustment. Groups of values from the same assay type and in the same panel that are not significantly different from each other have the same letter (a, b, c, d, e, f or g) indicated above. Expression from the IPTG inducible promoter of pSDz constructs were not induced with IPTG as they exhibit leaky expression without induction in TY medium used for assays. (A) Involvement of *rdfG* and *rdfM* in excisive recombination. (B) Quorum-sensing induction of excisive recombination. (C) Involvement of *rdfS* in excisive recombination.

### Quorum sensing stimulates all three excisive Int-mediated recombination reactions

All three pairs of ICE*Mc*Sym^1271^ *attP* and *attB* products are most abundant in stationary-phase cultures and the α region of ICE*Mc*Sym^1271^ carries a subset of genes homologous to those involved in quorum-sensing (QS) regulation of ICE*Ml*Sym^R7A^ excision and conjugative transfer in R7A [19, 23, 27]. These QS genes include a homologue of the ICE*Ml*Sym^R7A^ *N-*acyl-homoserine lactone (AHL)-synthase gene *traI1* (Mesci_5572) and a homologue of the AHL-dependent transcriptional regulator *traR* (Mesci_5573), here named *traR1*. A second *traR* homologue (Mesci_5676), here named *traR2*, is present on ICE*Mc*Sym^1271^-α adjacent to a homologue of the QS antiactivation gene *qseM* [28]. Therefore, we suspected that excision and conjugative transfer of ICE*Mc*Sym^1271^ was under QS control.

To confirm ICE*Mc*Sym^1271^ *traI1* encoded a functional AHL synthase, *traI1* was cloned into pPR3 downstream of the *nptII* promoter. The resulting plasmid pPR3-*traI1* was introduced into *E*. *coli* DH5α and *M*. *loti* R7ANS and the resulting strains were screened for AHL production using the *Chromobacterium violaceum* CV026 AHL bioassay [29]. CV026 violacein production was induced by *E*. *coli* and *M*. *loti* strains carrying the pPR3-*traI1* vector (S2 Fig), but not by strains carrying the vector-only control pPR3, indicating that *traI1* produced C_4_-C_8_ AHLs in both backgrounds. In *M*. *loti* R7A, AHL-activated TraR stimulates transcription of *traI1* completing a positive feedback loop of regulation [27]. To confirm TraR1 and TraR2 activated expression from the *traI1* promoter of ICE*Mc*Sym^1271^ (*P*_*traI1*_), *traR1* and *traR2* were cloned downstream of the *lac* promoter on a derivative of pSDz also carrying *P*_*traI1*_ upstream of the *lacZ* gene. The resulting constructs were mobilized into R7ANS additionally carrying either pPR3-*traI1* or pPR3. β-galactosidase assays of the resulting strains revealed that both *traR1* and *traR2* partially induced expression from *P*_*traI1*_ in the absence of *traI1* and other ICE-encoded genes_,_ however, maximum expression from this promoter was only achieved in the presence of *traI1* (S3 Fig).

*traI1*, *traR1* and *traR2* were next each individually overexpressed in WSM1271 on plasmids and ICE^3^ excision was measured by qPCR (Fig 2B). Constitutive expression of *traI1* from the *nptII* promoter stimulated a 10-100-fold increase in abundance all three *attP* + *attB* sites relative to vector-only controls. Non-induced *lac* promoter*-*driven expression of *traR1* or *traR2* only stimulated a modest increase in *att* site abundance relative to WSM1271, however, unexplainedly the vector-only control exhibited ~10-fold reduced excision frequencies, so relative to this background overexpression of the *traR1/2* genes each induced a 10-100-fold increase for all *attP* + *attB* sites. Overexpression of *traI1* and *traR1* in the same background stimulated ~1000-fold increase in abundance all three *attP* + *attB* sites relative to the vector-only control strain. To investigate effects of the QS genes on conjugative transfer, strains overexpressing *traR1*, *traR2*, and *traI1* were each used as donors in mating assays where *M*. *loti* R7ANS carrying pPR3 or pFAJ1708 was the recipient (Table 1). The pattern of fold-changes in conjugation frequencies for each donor strain largely mirrored excision frequency changes observed in qPCR assays (Fig 2B) confirming that *traI1*, *traR1* and *traR2* also stimulated conjugative transfer.

**Table 1:** Quorum-sensing induced ICE*Mc*Sym^1271^ conjugative transfer.

^a^^b^Donor	Recipient	Exconjugants (per donor)	Standard deviation	^c^Fold-change
WSM1271	R7ANS(pPR3)	8.02 x 10^−8^	1.82 x 10^−8^	-
WSM1271(pSDz)	R7ANS(pPR3)	2.22 x 10^−8^	9.12 x 10^−9^	-
WSM1271(pSDz-*traR1*)	R7ANS(pPR3)	4.69 x 10^−7^	1.11 x 10^−7^	21.14
WSM1271(pSDz*-traR2*)	R7ANS(pPR3)	5.97 x 10^−7^	1.66 x 10^−7^	26.90
WSM1271(pSDz-*msi172171*)	R7ANS(pPR3)	8.49 x 10^−7^	8.23 x 10^−8^	38.30
WSM1271	R7ANS(pFAJ1708)	8.35 x 10^−8^	4.87 x 10^−8^	-
WSM1271(pPR3)	R7ANS(pFAJ1708)	8.74 x 10^−8^	3.89 x 10^−8^	-
WSM1271(pPR3-*traI1*)	R7ANS(pFAJ1708)	1.04 x 10^−5^	1.50 x 10^−6^	119.06

^a^ Where appropriate, plasmids carried by WSM1271 are listed in brackets after the strain name (see Table 3 for a description of plasmids).

^b^ Expression from the IPTG inducible promoter of pSDz constructs were not induced with IPTG as they exhibit leaky expression without induction in TY medium used for assays.

^c^ Fold-change is relative to control strains carrying the appropriate pPR3 or pSDz parent vector.

### Dissection of quorum sensing-induced ICE^3^ excision using RNA deep sequencing

QS-induced excision and conjugative transfer of ICE*Ml*Sym^R7A^ is dependent on the transcriptional activation of *rdfS* [30]. In *M*. *loti* R7A, AHL-activated TraR stimulates transcription from ‘*tra-*box’ promoters centred 69-bp upstream of *traI1* and 67-bp upstream of the *traI2-msi172-msi171* operon. A programmed ribosomal frameshift site encoded in the 3’ end of *msi172* facilitates translational fusion of Msi172 and Msi171, producing FseA, a regulator essential for transcription from the *rdfS* promoter [27, 31, 32]. Homologues of *msi172-msi171* and *rdfS* are also located on the α region of ICE*Mc*Sym^1271^ [19], therefore it seemed likely these genes also stimulated ICE*Mc*Sym^1271^ excision. 

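RNA from WSM1271 carrying pPR3-*traI1* and pSDz-*traR1* (QS+) and from WSM1271 carrying the parent vectors (QS-) was sequenced, with 3 biological replicates in each group. TY broth cultures were taken at an OD600 of 0.8 to 1.0 according to the paper and of 0.8 according to the sample labels. The authors sequenced rRNA-depleted libraries on the Ion Proton system, combined technical read sets, removed reads matching rRNA genes and the plasmid backbones, mapped the remaining reads to the WSM1271 chromosome with Bowtie 2 and counted reads per gene with HTSeq. Their plasmid-filtered table, made after removal of reads matching the introduced *traI1* and *traR1*, held 5934 genes. Their unfiltered table held 5936 features, among them the *traI1* and *traI2* promoter regions, and was counted so that ambiguous reads counted for each feature they overlapped. In the filtered table the counts on genes were 12044531, 9387905 and 15230556 in QS+ replicates 1 to 3 and 8589330, 5985914 and 7783323 in QS- replicates 1 to 3. With reads outside genes and reads that did not align included, the table held 14.1 ± 3.30 M reads (SD, n = 3) per QS+ library and 8.48 ± 1.46 M reads (SD, n = 3) per QS- library. Aligned reads alone were 13.8 ± 3.22 M and 8.27 ± 1.45 M (SD, n = 3 each). The paper states 14 M and 8.5 M mapped reads, and the values given here use the counts on genes. QS- replicate 3 had 15.5% of its gene counts on protein-coding genes, against 31.8% to 41.0% in the other libraries. The deposited counts were compared between QS+ and QS- cells with edgeR's quasi-likelihood test after TMM normalization and a low-count filter by group, which left 5607 genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Levels are given as CPM of the TMM-scaled library size. Standard errors of edgeR's log2 fold changes were calculated back from the F statistic of the test. Where QS- cells had few counts, these standard errors can be smaller than the counting error. The fits used no prior on fold changes, while the paper's folds were matched most closely by DESeq2 with such a prior. In the unfiltered counts, the genes carried on the introduced plasmids had log2 fold changes of QS+ over QS- of 10.52 for *traI1* (adjusted p = 4.83e-07 from edgeR) and 4.59 for *traR1* (adjusted p = 2.12e-06 from edgeR). The reads carry no molecular identifiers, so counting intervals and lower bounds cover counting error only. Gene positions are those of assembly ASM18590v1.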

Transcriptome sequencing (RNAseq) was carried out for a QS-induced (QS+) strain carrying plasmid-borne copies of *traI1* and *traR1* and an uninduced strain (QS-) carrying the appropriate empty vectors. Overall, 187 significantly differentially expressed genes (adjusted *P*-value < 0.05) were identified (S1 Dataset) and although ICE*Mc*Sym^1271^ comprised only ~7.6% of the chromosome, 29 (15.5%) of the differentially expressed genes were located on ICE*Mc*Sym^1271^. 

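Genes of ICEMcSym1271 made up 23 of the 61 genes that differed between QS+ and QS- cells, and all 23 were higher in QS+ cells. They were the 11 genes of the conjugative pilus cluster, *rdfS*, *traF*, *msi107*, *rlxS*, *traG*, *traI1*, *traI2*, *msi172*, *msi171*, *rdfG*, *intS* and Mesci_5510. By the authors' locations, 25 genes outside the element were higher and 13 lower in QS+ cells. The 25 include Mesci_5666, whose position lies between those of genes of region α. The higher ones included *metX* (Mesci_1536), a methionine synthesis gene with a log2 fold change of 1.37 (standard error 0.17, adjusted p = 0.00825 from edgeR's quasi-likelihood test), and *tauA* (Mesci_0844), which encodes a taurine-binding protein, with 1.64 (standard error 0.23, adjusted p = 0.0138 from edgeR). The lower ones included the alpha-galactosidase gene *melA* (Mesci_2357), with a log2 fold change of -1.85 (standard error 0.20, adjusted p = 0.00302 from edgeR), and its neighbour Mesci_2358, which encodes a solute-binding protein, with -1.78 (standard error 0.17, adjusted p = 0.00134 from edgeR). Genes of the element were 37.7% of the called genes, while the sizes in the authors' deposited table give the element 475951 bp, or 7.60% of the chromosome. A change of at least 2-fold was found for 59 of the 61 genes. All 61 genes have a location from the authors, who give none for genes they did not call, and its boundaries were not available for the comparison made here, so no test of the share of called genes on the element is given. The number of calls was 29 without QS- replicate 1, 174 without QS- replicate 2, 32 without QS+ replicate 1 and 36 without QS+ replicate 3, and DESeq2's Wald test called 181 genes, 29 of them placed on the element. The call of *metX* was lost without QS- replicate 1 (adjusted p = 0.0723 from edgeR) and QS+ replicate 1 (adjusted p = 0.0514 from edgeR), and that of *tauA* without QS- replicate 1 (adjusted p = 0.0986 from edgeR), QS+ replicate 1 (adjusted p = 0.0693 from edgeR) and QS+ replicate 3 (adjusted p = 0.0966 from edgeR). With total counts only in place of TMM, *metX*, *tauA*, Mesci_2357 and Mesci_2358 were not called (adjusted p = 0.0790, 0.0974, 0.0959 and 0.111 from edgeR).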

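The 11 genes of the cluster *msi031-trbBCDEJLFGI-msi021* on region α, which encode the conjugative pilus, all rose in QS+ cells. Transcripts of *trbE* (Mesci_5519, 5707752 to 5710193), a VirB4-type ATPase gene, were at 534 ± 150 CPM in QS+ cells and 1.56 ± 0.13 CPM in QS- cells (SD, n = 3 each), a log2 fold change of 8.39 (standard error 0.31, adjusted p = 2.97e-06 from edgeR's quasi-likelihood test). The smallest change in the cluster was that of *trbI* (Mesci_5514), with a log2 fold change of 4.47 (standard error 0.30, adjusted p = 0.000142 from edgeR). The relaxase gene *rlxS* (Mesci_5527, 5717079 to 5719049) was at 289 ± 55.7 CPM in QS+ cells and 0.952 ± 0.376 CPM in QS- cells (SD, n = 3 each), a log2 fold change of 8.26 (standard error 0.31, adjusted p = 3.38e-06 from edgeR). Between them, the coupling protein gene *traG* (Mesci_5524) had a smaller log2 fold change of 1.80 (standard error 0.23, adjusted p = 0.00825 from edgeR). In QS- cells *trbC* had 1 count and *trbD* had 3 counts over the 3 libraries. Their levels in QS+ over QS- cells are therefore given as ratios of 313 (95% counting interval 55.9 to 12379) and 244 (83.2 to 1183). All 11 genes of the cluster also passed when adjusted over the list alone, and the cluster's adjusted p from limma's camera was 1.41e-30 with the preset correlation (adjusted p = 0.0373 with an estimated correlation). The list was drawn up from genes that the paper reports as induced in these samples, so its count is not independent evidence of its direction. Some neighbouring genes of the cluster overlap by a few bases, and reads across such an overlap make their counts uncertain. The call of *traG* was lost without QS- replicate 1 (adjusted p = 0.0704 from edgeR) and without QS+ replicate 1 (adjusted p = 0.0514 from edgeR), and without QS- replicate 3 the log2 fold change of *trbB* moved from 6.00 to 7.09 and that of *msi031* from 6.66 to 7.26. The fitted log2 value of *trbC* was 7.27 without QS- replicate 1 and 10.31 without QS- replicate 2, and that of *trbD* was 8.53 without QS- replicate 1.

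**Figure D1:**
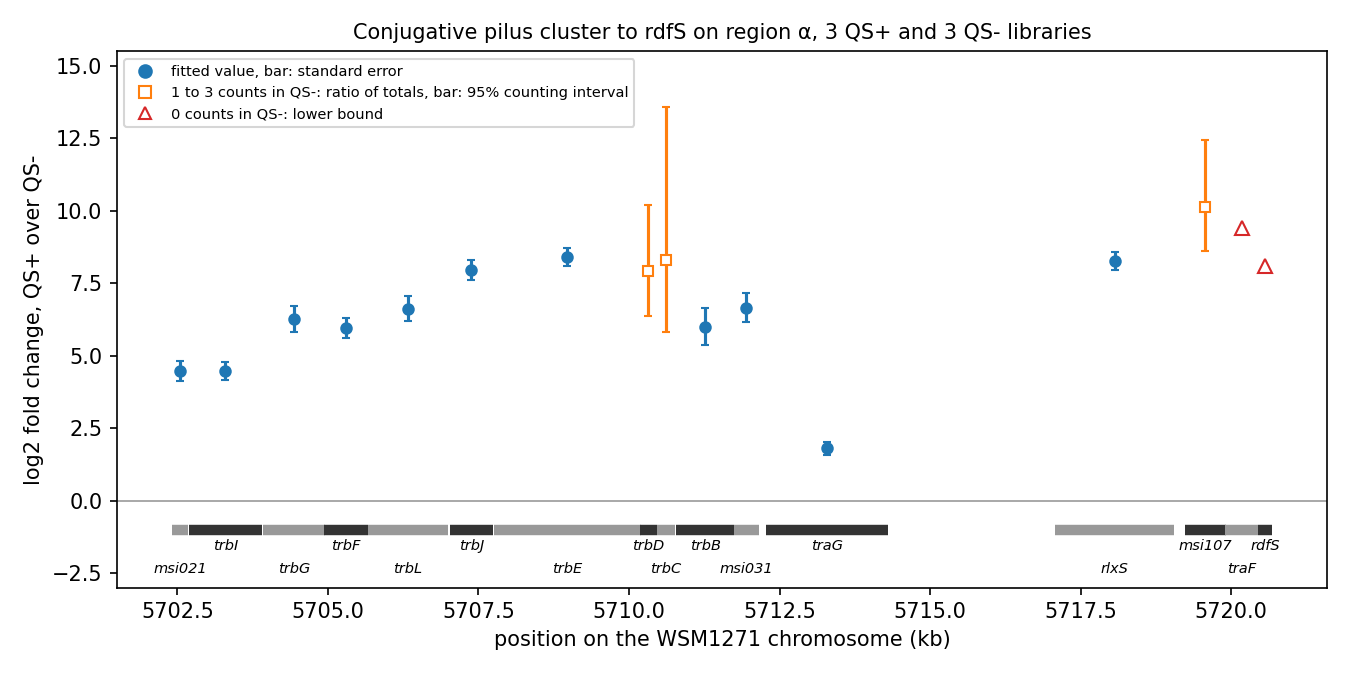
Log2 fold change of QS+ over QS- cells (y axis) by position on the chromosome in kb (x axis) for the named genes from *msi021* to *rdfS* that have a position in the reference, with 3 libraries per group. Circles are fitted values with their standard error, squares are ratios of totals with their 95% counting interval where QS- cells had 1 to 3 counts, triangles are lower bounds where QS- cells had 0 counts, and bars at the bottom are the genes; *traG* at 1.80 lies below the other genes drawn, and Mesci_5526, which has no position there and a lower log2 fold change, is not drawn.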

Genes likely involved in activation of excision and conjugation including *rdfS*, *rlxS* and the type-IV conjugative pilus gene cluster *msi031-trbBCDEJLFGI-msi021* were all significantly induced (Table 2).

**Table 2:** Quorum-sensing induced/repressed ICE*Mc*Sym^1271^-encoded genes.

Gene	Locus ID	^a^Fold-change	Standard error
**Region-α**			
*rdfS*	Mesci_5530	19.74	1.20
*traF*	Mesci_5529	29.21	1.20
*msi107*	Mesci_5528	41.10	1.19
*rlxS*	Mesci_5527	58.14	1.17
*PtraI1*	-	121.45	1.16
*P traI2*	-	37.54	1.18
*traI2*	-	141.41	1.16
*msi172*	-	61.71	1.18
*msi171*	-	156.99	1.16
*msi021*	Mesci_5513	8.28	1.19
*trbI*	Mesci_5514	10.58	1.17
*trbG*	Mesci_5515	18.07	1.19
*trbF*	Mesci_5516	14.48	1.19
*trbL*	Mesci_5517	19.35	1.19
*trbJ*	Mesci_5518	42.31	1.18
*trbE*	Mesci_5519	64.16	1.17
*trbD*	Mesci_5520	14.43	1.20
*trbC*	Mesci_5521	9.71	1.20
*trbB*	Mesci_5522	5.39	1.21
*msi031*	Mesci_5523	13.88	1.20
*traG*	Mesci_5524	2.75	1.16
*queD*	Mesci_5560	-2.35	0.83
*queC*	Mesci_5561	-2.29	0.82
*queB*	Mesci_5562	-2.34	0.83
hypothetical	Mesci_5526	1.90	1.18
**Region-β**			
*cbb3*-type COx (SI)	Mesci_5510	1.92	1.16
Nicotinate biosynthesis protein	Mesci_5579	-1.85	0.83
*rdfG*	Mesci_2550	2.46	1.18
Hypothetical	Mesci_2555	2.03	1.19
**Region-γ**			
*intS*	Mesci_2349	2.85	1.15

^a^ Differentially expressed genes (adjusted two-sided *P-*value of < 0.05) were identified using the DESeq2 package [33]. Since introduced plasmids carried copies of the *traI1* and *traR* ORFs (not including promoter regions), reads mapping to these sequences were of an ambiguous origin and were therefore filtered and removed prior to mapping reads. Differential expression analysis of the *traI1* and *traI2* untranslated mRNA promoter regions, *P*_*traI1*_ and *P*_*traI2*_, was carried out prior to filtering–as these reads were able to be distinguished from plasmid-borne mRNAs. Reads mapping to the plasmid backbones and rRNA genes were removed prior to mapping reads for both analyses.

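Among the genes of Table 2 that lie outside the pilus cluster and the *rdfS* and *traI2* operons, the integrase gene *intS* on region γ was higher in QS+ cells, at 54.4 ± 3.90 CPM against 15.7 ± 4.05 CPM in QS- cells (SD, n = 3 each). Its log2 fold change was 1.81 (standard error 0.21, adjusted p = 0.00452 from edgeR's quasi-likelihood test). Mesci_5510, which encodes subunit I of a *cbb*3-type cytochrome oxidase, was at 9.21 ± 0.50 CPM in QS+ cells and 4.12 ± 0.40 CPM in QS- cells (SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.18, adjusted p = 0.0271 from edgeR). The queuosine precursor genes Mesci_5560, Mesci_5561 and Mesci_5562, named *queD*, *queC* and *queB* in Table 2, had log2 fold changes of -2.18, -2.24 and -1.87 (standard errors 0.49, 0.52 and 0.39) and did not pass the test, with adjusted p-values of 0.109, 0.114 and 0.0846 from edgeR. Mesci_5579, the *nadC* gene of NAD synthesis, had a log2 fold change of -1.40 (standard error 0.41, adjusted p = 0.199 from edgeR). Mesci_5526 and Mesci_2555, which encode hypothetical proteins, had log2 fold changes of 1.22 and 1.46 (standard errors 0.28 and 0.32), with adjusted p-values of 0.107 and 0.104 from edgeR. Of the 28 genes of Table 2 that are in the filtered counts, 22 passed, and all 28 passed in DESeq2's Wald test. Of the 8 measured genes of queuosine and 7-deazaguanine synthesis, 0 were lower over all genes tested with edgeR, 5 at an unadjusted p under 0.05, 4 when adjusted over the list alone, 3 with DESeq2 and 3 with limma voom with sample weights. The list's adjusted p from limma's camera was 0.00385, lower in QS+ cells (adjusted p = 0.208 with an estimated correlation). The study picked 3 of these 8 genes on these samples, so the list is not independent evidence of its direction. Without QS- replicate 2, the adjusted p-values from edgeR were 0.000647, 0.00212 and 0.000983 for Mesci_5560, Mesci_5561 and Mesci_5562, 0.0467 for Mesci_5579 (which moved the other way, to a log2 fold change of -0.68, without QS- replicate 1, adjusted p = 0.245), 0.00409 for Mesci_5526 and 0.0152 for Mesci_2555. The call of Mesci_5510 was lost without QS- replicate 1 (adjusted p = 0.133 from edgeR) and without QS+ replicate 1, 2 or 3 (adjusted p = 0.149, 0.0833 and 0.140 from edgeR), with total counts only (adjusted p = 0.402 from edgeR) and with the replicate number as a block (adjusted p = 0.101 from edgeR).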

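The *traI2* promoter region, a feature of 24 bp in the unfiltered table, was at 111 ± 24.6 CPM in QS+ cells and 0.239 ± 0.139 CPM in QS- cells (SD, n = 3 each). Its log2 fold change was 8.86 (standard error 0.36, adjusted p = 3.76e-06 from edgeR's quasi-likelihood test), and 9.50 without QS- replicate 2. It had 5 counts over the QS- libraries, and the ratio of totals was 495 (95% counting interval 212 to 1525). In the filtered counts, the autoinducer synthase gene *traI1* (Mesci_5572, 5752209 to 5752844) still had 1449 counts over the 3 QS+ libraries and 5 counts over the 3 QS- libraries. This is a log2 fold change of 7.21 (standard error 0.24, adjusted p = 1.99e-06 from edgeR). The ratio of totals was 156, and its 95% counting interval of 66.7 to 481 is wider than that standard error implies. The regulator genes *traR1* (Mesci_5573) and *traR2* (Mesci_5676) had log2 fold changes of 0.49 (standard error 0.57, adjusted p = 0.739 from edgeR) and 0.31 (standard error 0.32, adjusted p = 0.703 from edgeR) in those counts. Reads matching the introduced *traI1* and *traR1* had been removed from them, so the *traR1* value does not show whether *traR1* changed. Of the 5 measured quorum-sensing genes, 1 was higher, *traI1*, and the list's adjusted p from limma's camera was 0.0105 (adjusted p = 0.301 with an estimated correlation; adjusted p = 0.132 without QS- replicate 1). That 1 gene was itself introduced on a plasmid and *traR1* was filtered, so the list does not show a response of quorum-sensing genes. Whether the filtered *traI1* reads come from the chromosome or from the plasmid cannot be read from the counts.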

An alignment of the *P*_*traI1*_ regions from ICE*Ml*Sym^R7A^ and ICE*Mc*Sym^1271^ revealed a *tra-*box sequence centred 69bp upstream of the ICE*Mc*Sym^1271^ *traI1* start codon (S4A Fig). The reads mapping to the *traI1* coding sequence were filtered from our RNAseq libraries prior to differential expression analyses (Table 2) because they were also present on the introduced plasmid, however, a secondary comparison of the unfiltered RNAseq reads mapping to the *P*_*traI1*_ region in our QS+ relative to the QS- WSM1271 cells revealed a sharp 121-fold increase in mapped reads beginning 44bp downstream from *tra-*box centre and 26bp upstream of the *traI1* start codon (Table 2 & S4A Fig).

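Reads on the *traI1* promoter region, a feature of 27 bp upstream of the autoinducer synthase gene, rose from 0.552 ± 0.343 CPM in QS- cells to 427 ± 24.5 CPM in QS+ cells (SD, n = 3 each) in the unfiltered counts. This is a log2 fold change of 9.40 (standard error 0.31, adjusted p = 1.45e-06 from edgeR's quasi-likelihood test), and it was 10.00 without QS- replicate 1. The QS+ libraries held 6190, 4020 and 7450 reads on the region and the QS- libraries 9, 4 and 1. Reads that also overlapped the *traI1* coding sequence were counted for both features, and the region's position is not given in the authors' table.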

Homologues of *msi172* and *msi171* are present on ICE*Mc*Sym^1271^ (Fig 3A) [19] but our initial interrogations did not identify an ICE*Ml*Sym^R7A^ *traI2* homologue positioned upstream of these genes. *traI2* of ICE*Ml*Sym^R7A^ appears to encode an AHLsynthase paralogous with TraI1, however, mutation of *traI2* has no effect on ICE*Ml*Sym^R7A^ excision and no identifiable AHL products are produced by TraI2 [27]. Further inspection of the ICE*Mc*Sym^1271^ *msi172-msi171* region revealed the presence of a potential *tra-*box sequence centred 398bp upstream of the *msi172* start codon (S4A Fig). A nucleotide alignment with the corresponding ICE*Ml*Sym^R7A^ region revealed this *tra*-box was also centred 66bp upstream of an internally-truncated *traI2* gene remnant (S4A Fig). This *traI2* pseudogene overlapped the start codon of *msi172* as does *traI2* on ICE*Ml*Sym^R7A^ (Fig 3A). Interestingly, inspection of *traI2-msi172* regions in *M*. *loti* USDA 3471 and *M*. *ciceri* strains WSM4083, WSM1497, and WSM1284 revealed a similar situation; the *traI2* gene in each case was present as a potential protein-coding pseudogene upstream of *msi172* and overlapping the *msi172* start codon (S5A and S5B Fig). Therefore, although *traI2* has likely become a pseudogene on ICE*Mc*Sym^1271^ and other symbiosis ICE/ICE^3^s, the transcriptional coupling of the *tra-*box and translational coupling of the TraI2 and Msi172 coding sequences has been maintained. 

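The *traI2* pseudogene, *msi172* and *msi171* were among the most strongly raised genes of the element in QS+ cells. *msi172* and *msi171* together encode FseA, the activator of *rdfS*. Reads of *traI2* were at 455 ± 24.4 CPM in QS+ cells and 0.358 ± 0.138 CPM in QS- cells (SD, n = 3 each), a log2 fold change of 10.38 (standard error 0.27, adjusted p = 8.21e-07 from edgeR's quasi-likelihood test). *msi171* was at 801 ± 122 CPM in QS+ cells and 0.655 ± 0.117 CPM in QS- cells (SD, n = 3 each), a log2 fold change of 10.24 (standard error 0.29) with the same adjusted p. Ratios of totals were 1396 for *traI2* (95% counting interval 677 to 3472) and 1210 for *msi171* (721 to 2213). *msi172* was at 147 ± 13.6 CPM in QS+ cells (SD, n = 3) and had 2 counts over the 3 QS- libraries, a ratio of 1560 (95% counting interval 432 to 12882). The features are 333, 255 and 621 bp long in the authors' table for *traI2*, *msi172* and *msi171*, and their positions are not given there. *traI2* overlaps the start of *msi172*, so reads across that overlap make both counts uncertain.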

In our RNAseq experiments, *traI2*, *msi172* and *msi171* reads were increased ~60-160-fold in QS+ cells (Table 2). A sharp increase in relative read depth was observed at the *traI2* promoter 44bp downstream of the *tra*-box centre and 21bp upstream of the *traI2* start codon (S4B Fig) which spanned the entire *traI2-msi172-msi171* operon (Fig 3A). The likely transcription start site for *traI2* observed from RNAseq reads was consistent with the previously mapped ICE*Ml*Sym^R7A^ *traI2* promoter (S4B Fig) [27]. Interestingly, comparison of the number of unfiltered transcripts mapping to the *traI1* and *traI2* promoter regions revealed that QS-induced expression from the *traI1* promoter (2196.16 ± [SE] 434.70 TPM) is ~3-fold stronger than that of *traI2* (660.88 ± 276.84 TPM) (S4A & S4B Fig). 

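In QS+ cells the promoter region of *traI1*, the autoinducer synthase gene, had 2196 ± 435 TPM (SD, n = 3) and that of *traI2* had 661 ± 277 TPM (SD, n = 3), calculated from the unfiltered counts and the feature lengths. The lowest *traI1* value of 1808 TPM lay above the highest *traI2* value of 980 TPM. An exact permutation test of the 3 values against 3, two-sided, gave p = 0.1, the smallest p that this test allows. Both values of a library come from the same RNA, and the test ignores this pairing, so its p does not measure the paired difference. The ratio of the means was 3.32.

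**Figure D2:**
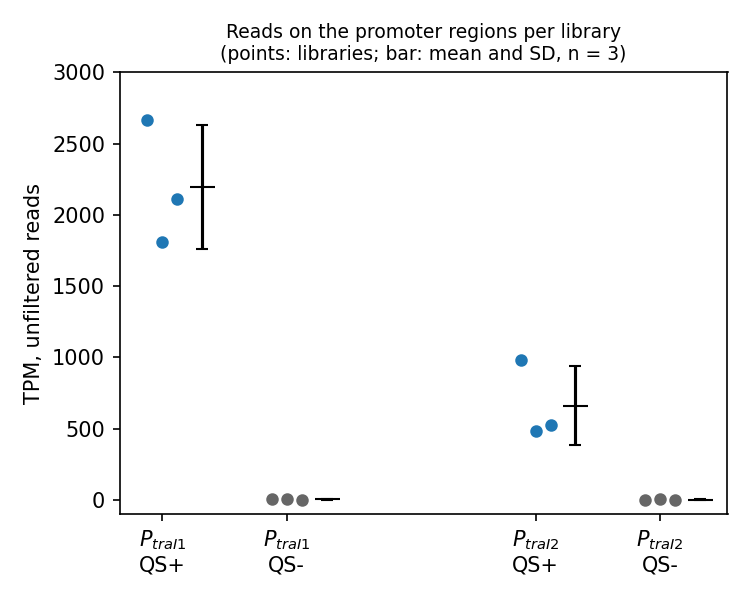
TPM of the unfiltered reads (y axis) on the *traI1* and *traI2* promoter regions in QS+ and QS- cells (x axis). Points are single libraries and bars the mean and SD of 3 libraries; the *traI1* points in QS+ cells lie between 1808 and 2666 TPM and the *traI2* points between 481 and 980 TPM.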

A similar ratio of *traI1*:*traI2* expression is also observed for ICE*Ml*Sym^R7A^ [27].

**Fig 3:**
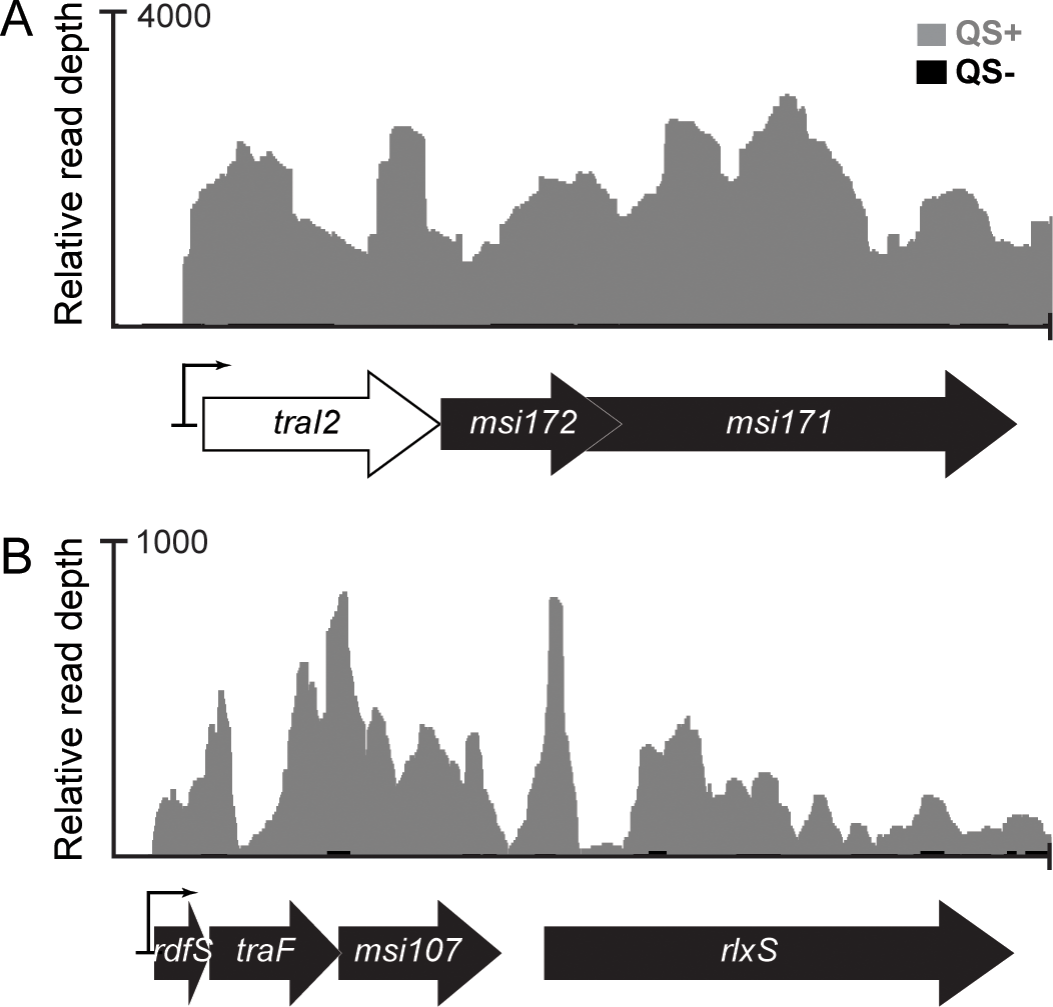
Quorum sensing activation of ICE*Mc*Sym^1271^ promoters. Overlayed relative read coverage (or sequencing depth) plots represent standardised values for the mean number of reads mapped to the positive strand of the regions shown in this figure from the three unfiltered QS+ (grey) and QS- (black) transcriptome libraries of WSM1271. QS+ strains were induced for QS by overexpressing both *traI1* and *traR1* from the plasmids pPR3-*traI1* and pSDz*-traR1*, respectively, whereas the QS- control strains carried the parent vectors pPR3 and pSDz. The mean read depth for the (A) *traI2-msi172-msi171*, and (B) *rdfS-traF-msi107* and *rlxS* regions of ICE*Mc*Sym^1271^ in QS- transcriptome libraries were almost non-existent relative to that of the QS+ strain (See S1 Dataset for a full list of TPM values from the filtered reads). A magnified view of reads mapping to the promoter region and the DNA sequence is shown in S4 Fig. These plots were produced using Integrated Genome Browser [73].

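Over the 3 QS- libraries together, the filtered counts held 7 reads of *traI2*, 2 of *msi172* and 14 of *msi171*, the genes of region (A). In region (B) they held 0 reads of *rdfS*, 0 of *traF*, 3 of *msi107* and 20 of *rlxS*. The corresponding totals over the 3 QS+ libraries were 18143, 5793 and 31445 reads for *traI2*, *msi172* and *msi171*, and 1521, 3752, 6333 and 11217 reads for *rdfS*, *traF*, *msi107* and *rlxS*. A total of 0 counts allows a level of up to 0.139 CPM in QS- cells, from a floor of 3 counts over the group, so that *rdfS* and *traF* were not detectable at this depth.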

For ICE*Ml*Sym^R7A^, FseA stimulates expression from an operon containing *rdfS*, *traF* and *msi107* [21, 31] (Fig 3B). The same gene cluster is present on ICE*Mc*Sym^1271^ and the RNAseq read depth for the corresponding ICE*Mc*Sym^1271^ homologues was increased 20-58-fold in QS+ cells (Table 2). 

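The genes *rdfS*, *traF* and *msi107* were read in all QS+ libraries and were at or near 0 in QS- cells. The bounds and ratios below use no prior on fold changes and are a different measure from the paper's folds. DESeq2 with such a prior gave *rdfS* a log2 fold change of 4.30, the size of the authors' deposited value. *rdfS* (Mesci_5530, 5720447 to 5720686), the excisionase gene, had 534, 485 and 502 counts in the QS+ libraries and was at least 273-fold higher in QS+ cells, against a floor of 3 counts over the QS- group (adjusted p = 0.000228 from edgeR's quasi-likelihood test). *traF* (Mesci_5529, 5719902 to 5720450), a peptidase gene, was at 98.2 ± 31.5 CPM in QS+ cells (SD, n = 3) and at least 673-fold higher against the same floor (adjusted p = 0.000228 from edgeR). *msi107* (Mesci_5528, 5719231 to 5719914), a lytic transglycosylase gene, was at 165 ± 46.6 CPM in QS+ cells (SD, n = 3), a ratio of totals of 1137 (95% counting interval 389 to 5514). With *rlxS* these genes formed a list of 4, of which 4 were higher, both over all genes tested and when adjusted over the list alone (adjusted p = 1.75e-16 from limma's camera; adjusted p = 0.0720 with an estimated correlation). The operon is known from earlier work on ICEMlSymR7A, but the list was drawn up from genes that the paper reports as induced in these samples, so it is not independent evidence of its direction. *rdfS*, *traF* and *msi107* overlap at their ends, so reads across the overlaps make their counts uncertain. The fitted log2 value of *msi107* was 10.73 without QS- replicate 1 and 9.49 without QS- replicate 2.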

A distinct read depth increase was observed 25bp upstream of the *rdfS* start codon corresponding closely with the mapped transcriptional start site for ICE*Ml*Sym^R7A^ *rdfS* (S4C Fig) [31]. 

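In each of the 3 QS+ libraries *msi172*, *msi171* and *rdfS* lay far above each of the 3 QS- libraries. Taken for each gene by itself, the lowest QS+ values were 136 CPM of *msi172*, 687 CPM of *msi171* and 31.2 CPM of *rdfS*. The highest QS- values were 0.130 CPM of *msi172*, 0.727 CPM of *msi171* and 0 CPM of *rdfS*. The paper's summary comes after its reports of the induced genes, of *tra*-box sequences upstream of *traI1* and *traI2*, and of read starts near the start sites mapped on ICEMlSymR7A, and it compares the regulon with the one on that element in hedged terms.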

In summary, despite several genetic rearrangements, the QS regulon of ICE*Mc*Sym^1271^ appears functionally analogous to that of ICE*Ml*Sym^R7A^ and importantly, QS induces the expression of *msi172*, *msi171* and *rdfS*.

### *rdfS* is required for all three excisive Int-mediated recombination reactions

To explore the involvement of RdfS in ICE^3^ assembly and excision, a markerless deletion in the WSM1271 *rdfS* gene was constructed. As expected, no *attP*_*S*_ or *attB*_*S*_ products were detected in this strain, but interestingly *attP*_*G*_ + *attB*_*G*_ and *attP*_*M*_ + *attB*_*M*_ products were also undetectable (Fig 2A). Introduction of *rdfS* expressed from its native promoter restored *attP* + *attB* production at all three sites, albeit at lower levels than wild-type WSM1271. Plasmid-based overexpression of *traR1* or *msi172-msi171* in the *rdfS* mutant did not induce excision, however, the same plasmids did induce excision and conjugative transfer in the wild-type WSM1271 (Fig 2C and Table 1). Together these data confirmed that the stimulation and coordination of all three excision reactions by QS and *msi172-msi171* is dependent on *rdfS*.

We hypothesized that RdfS was either directly required to stimulate excisive recombination at *att*_*G*_ and *att*_*M*_ sites or that RdfS stimulated *rdfG* and *rdfM* expression. We overexpressed *rdfG* and *rdfM* in the *rdfS* mutant to see if it would restore the formation of *attP*_*G*_ + *attB*_*G*_ and *attP*_*M*_ + *attB*_*M*_ sites, respectively. *rdfG* was cloned downstream of the strong constitutive *nptII* promoter and *rdfM* was cloned downstream of the *lac* promoter. Interestingly, introduction of *lac*-driven *rdfM* resulted in growth arrest even in the absence of IPTG inducer and in the presence of glucose to repress *lac* expression. This was consistent with our model for excision, in which expression of *rdfM* alone splits the chromosome and results in loss of viability. Constitutive expression of *rdfG* in the *rdfS* mutant resulted in the restored detection of *attP*_*G*_ + *attB*_*G*_ products in approximately 0.01% of cells (Fig 2A) while the other two sites remained undetectable. In contrast to *lac-*driven expression, introduction of the cloned copy of *rdfM* downstream of its native promoter restored the production of *attP*_*M*_ + *attB*_*M*_ sites in 0.001–0.01% of cells. Therefore, it was clear that *attP + attB* formation was abolished in the *rdfS* mutant but RdfS was not directly essential for excisive IntG and IntM recombination. The observation that artificially increased levels of *rdfG* or *rdfM* compensated for the loss of *rdfS* implied RdfG and RdfM expression was abolished in the *rdfS* mutant.

### Overexpression of *rdfS* stimulates expression of *rdfG* and *rdfM*

Inspection of RNAseq data revealed *rdfG* mRNA abundance was ~2.5-fold higher in QS+ cells (Table 1). *rdfM* was very weakly expressed in both QS+ and QS- cells and while there was ~2-fold more *rdfM* reads in QS+ cells, this difference was not statistically significant. 

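*rdfG* (Mesci_2550) on region β, the excisionase gene for IntG, was higher in QS+ cells, at 9.06 ± 1.47 CPM against 2.58 ± 0.81 CPM in QS- cells (SD, n = 3 each). This is a log2 fold change of 1.73 (standard error 0.26, adjusted p = 0.0204 from edgeR's quasi-likelihood test). *rdfM* (Mesci_2345) on region γ, the excisionase gene for IntM, was at 2.38 ± 0.12 CPM in QS+ cells and 1.03 ± 1.14 CPM in QS- cells (SD, n = 3 each). The fitted level was 2.14-fold that of QS- cells (standard error 0.54 on the log2 scale) and did not pass the test (adjusted p = 0.394 from edgeR). It had 34, 22 and 40 counts in the QS+ libraries and 5, 18 and 1 counts in the QS- libraries. The integrase genes *intG* (Mesci_2549) and *intM* (Mesci_2344) had log2 fold changes of -0.30 (standard error 0.15, adjusted p = 0.386 from edgeR) and -0.01 (standard error 0.24, adjusted p = 0.996 from edgeR), the latter with a sign that turned under other settings. The call of *rdfG* was lost without QS- replicate 1 (adjusted p = 0.0830 from edgeR), QS+ replicate 1 (adjusted p = 0.116 from edgeR) or QS+ replicate 2 (adjusted p = 0.0535 from edgeR), with total counts only (adjusted p = 0.0790 from edgeR) and, by a narrow margin, with limma voom with sample weights. Without QS- replicate 2 the log2 fold change of *rdfM* was 2.44 and passed (adjusted p = 0.0261 from edgeR).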

To clarify the potential role for RdfS in activation of the *rdfG* and *rdfM* promoters, the non-coding regions present upstream of each gene were cloned upstream of the promoterless *lacZ* gene. Plasmid constructs carrying this fusion were introduced into WSM1271 carrying a constitutively expressed copy of *rdfS* (Fig 4A). β-galactosidase expression from the *rdfG* and *rdfM* promoters was induced ~4.5 and ~8-fold respectively in the presence of constitutively expressed *rdfS*. Consistent with RNAseq data, *rdfM* expression was much lower than *rdfG* expression and almost undetectable in the absence of *rdfS*. To discount the possibility that RdfS induced expression indirectly through other factors on ICE*Mc*Sym^1271^, the same set of experiments were repeated using the heterologous *M*. *loti* R7ANS background, which lacks all ICE genes (Fig 4B). These assays produced comparable results to those carried out in WSM1271, supporting the hypothesis that the transcriptional activation of *rdfG* and *rdfM* promoters by RdfS was likely direct.

**Fig 4:**
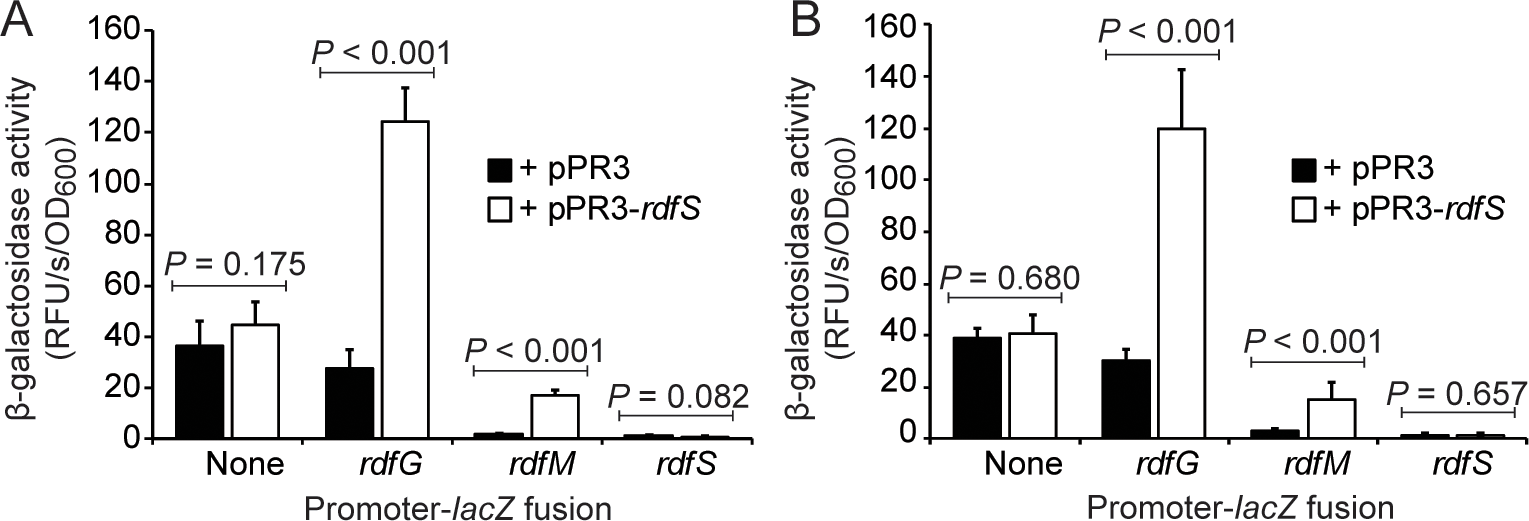
Transcriptional regulation of *rdfG* and *rdfM* by RdfS. β-galactosidase assays [67] were performed for (A) WSM1271 and (B) R7ANS carrying either control vector pPR3 or pPR3-*rdfS* (constitutively expressing *rdfS*) together with one of three RDF promoter-*lacZ* fusion constructs cloned into the pSDz vector. Assays were performed with six biological replicates and mean β-galactosidase activity values (Relative Fluorescent Units/s/OD_600_) were compared by Bonferroni adjusted student’s t-tests. SD is denoted by error bars.

## Discussion

Excision and circularization is an essential prerequisite for conjugative transfer of ICEs. Integrase proteins of ICEs and temperate phages generally catalyse both the excision and integration reactions, but integrative recombination is generally favoured in the absence of a cognate RDF [25]. Unlike most ICEs that excise following a single Int-mediated recombination, ICE*Mc*Sym^1271^ requires three Int-mediated reactions to excise [19]. Here, we demonstrated that three ICE*Mc*Sym^1271^-encoded RDFs RdfG, RdfM, and RdfS are required for the ICE*Mc*Sym^1271^ excisive IntG, IntM, and IntS-mediated recombination reactions, respectively. We also demonstrated that overexpression of the QS sensors TraR1 and TraR2 or autoinducer synthase TraI1 in WSM1271 simultaneously increased the proportion of cells in a population undergoing all three ICE*Mc*Sym^1271^ excision reactions 10-100-fold. QS significantly induced mRNA abundance for the WSM1271 *traI1*, *traI2-msi172-msi171*_,_ *rdfS*, and *rdfG* genes, as well as those for conjugative pilus formation [23, 27, 31]. In addition to stimulating the ICE*Mc*Sym^1271^ IntS-mediated excisive recombination, RdfS was shown to transcriptionally activate the *rdfG* and *rdfM* genes. Therefore, RdfS acts as the master regulator for ICE*Mc*Sym^1271^ excision.

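The calls behind these inductions were compared across the alternatives in which each gene could be tested. *rdfS*, *traI2*, *msi172* and *msi171* passed in all 16 of their alternatives, with a highest adjusted p of 0.00301 for *rdfS* and of 0.000118 for *msi171* over edgeR, DESeq2 and limma fits. The *trbE* gene of the conjugative pilus passed in all 16 of its alternatives (highest adjusted p = 0.000311 over edgeR, DESeq2 and limma fits). In the pilus cluster *trbB* came closest to the threshold, passing in all 17 of its alternatives with a highest adjusted p of 0.0442 over the same fits. *rdfG* passed in 11 of 16, with adjusted p-values from 1.02e-05 to 0.116 over edgeR, DESeq2 and limma fits.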

Our model for the assembly and excision of ICE*Mc*Sym^1271^ indicates that if the first excisive reaction is catalysed by IntM, then the chromosome is split into two inviable parts (Fig 1A). However, transcription of *rdfM* and *rdfG* is dependent on RdfS, and thus excisive IntS-mediated recombination probably occurs prior to that of IntM and IntG in WSM1271 cells induced for ICE*Mc*Sym^1271^ assembly an excision. This hierarchical genetic regulation of the three RDFs has likely evolved to minimise the potential for formation of the non-viable split chromosome configuration following spurious *rdfM* expression. 

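Per kilobase of gene in QS+ cells, *rdfS* was read most and *rdfM* least among the 3 excisionase genes. *rdfS* was at 165 ± 38.5 CPM per kb, *rdfG* at 35.5 ± 5.75 CPM per kb and *rdfM* at 9.45 ± 0.49 CPM per kb (SD, n = 3 each). Within the QS+ libraries *rdfG* was 3.78 ± 0.73 times the level of *rdfM* and *rdfS* was 17.6 ± 5.08 times the level of *rdfM* (SD, n = 3 each). For both pairs of genes, every QS+ value of *rdfM* lay below every value of the other gene (exact permutation test, two-sided, p = 0.1, the smallest p that 3 values against 3 allow). The test takes no account of the genes being read in the same libraries, so its p does not measure the paired difference. In QS- cells *rdfG* was at 10.1 ± 3.16 CPM per kb and *rdfM* at 4.09 ± 4.52 CPM per kb (SD, n = 3 each), while *rdfS* had no counts. Before division by length, the QS- level of *rdfM* was 0.379 CPM without QS- replicate 2, less than the mean of all 3 by a factor of over 2. QS- cells carry empty vectors, and WSM1271 without plasmids was not sequenced. The lengths are those of the authors' table, 240, 255 and 252 bp for *rdfS*, *rdfG* and *rdfM*, and *rdfG* spans the longer stretch from 2671503 to 2671865 in the reference. In the unfiltered counts, where ambiguous reads count for each overlapping feature, the level of *rdfS* in QS+ cells was 67.0 CPM, against 39.5 CPM in the filtered counts.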

In wild-type WSM1271 or QS-induced WSM1271 cells, the frequency *attP*_*M*_ *+ attB*_*M*_ site formation was also significantly less than either that of *attP*_*G*_ *+ attB*_*G*_ and *attP*_*S*_ *+ attB*_*S*_, as was expression of *rdfM* relative to *rdfG* and *rdfS*. Moreover, introduction of a plasmid-borne copy of *rdfM* under the control of the relatively weak *lacI* promoter on pSacB [34] resulted in arrested growth of 1271Δ*rdfS* cells suggesting that even a low level of RdfM expression in the absence of RdfS and RdfG is deleterious. It is possible that the *rdfM* promoter, in addition to evolving transcriptional dependency on RdfS, has evolved to promote only subtle levels of *rdfM* expression to further reduce the likelihood of the formation of a non-viable chromosomal state. Considering the data, it seems probable that the *in situ* excisive recombination pathway of ICE*Mc*Sym^1271^ follows the sequence IntS > IntG > IntM (Fig 1A).

RDFs have diverse roles in the control of MGE transfer. Several bacteriophage excisionases act as both RDFs and transcriptional regulators [35–44]. Phage-P2 Cox and the coliphage-186 Apl excisionases bind and bend *attP* and *attL* DNA to promote prophage excision, but they also stimulate induction of the lytic cycle by blocking transcription of repressor genes *cl* and *c*, respectively [35–43]. The Cox protein additionally stimulates derepression of neighbouring P4 prophages by activating transcription from the late P4-phage promoter [39, 45]. Cox-bound promoter and *attP* regions each contain six or more repeats of a “cox-box” consensus sequence that may vary in direction or percentage identity between different binding targets, and may be bound with variable affinity [38, 39, 42]. A protein sharing structural homology with excisionases has recently been shown to be essential for relaxasome processing of the conjugative plasmid pIP501 [46]. These examples and our findings here emphasise that RDFs/excisionases have evolved differential and evolutionarily flexible roles in the control of MGE dissemination.

The RdfS proteins of R7A and WSM1271 are almost identical at the amino-acid level apart from the extreme C-terminus (S1 Fig). Therefore, it is possible that the *rdfG* and *rdfM* promoter regions could have evolved DNA-binding targets that respond to RdfS, rather than RdfS having evolved specific new functions associated with ICE^3^_._ We were unable to identify any clearly conserved DNA sequence motifs on *attL*_*S*_, *attP*_*S*_ or the *rdfG* or *rdfM* promoter regions. However, excisionase binding sites are often poorly conserved at the DNA-sequence level and for most the mode of site recognition is not well understood. Most characterized RDFs have a winged-helix-turn-helix structure that contacts both major and minor DNA grooves, therefore overall DNA topology is believed to be especially critical for recognition [47]. Given that RdfS presumably binds multiple distinct sites on ICE*Mc*Sym^1271^, RdfS presents itself as an enticing research focus for gaining a deeper understanding of excisionase-DNA recognition characteristics and the multifaceted roles of excisionases in stimulating horizontal transfer of diverse MGE.

ICE*Mc*Sym^1271^-α carries two functional QS-sensor genes, *traR1* and *traR2*. Sequence comparisons of the ICE*Ml*Sym^R7A^ and ICE*Mc*Sym^1271^ QS loci suggest that the ICE*Mc*Sym^1271^-derived TraR2 protein is the more immediate orthologue of R7A-derived TraR. Broader comparisons of the QS loci organisation between these ICEs suggest that each ICE may have evolved from an ancestral ICE carrying two complete sets of *traR-traI* loci (S6 Fig). The DNA sequence upstream of *traI1* on ICE*Ml*Sym^R7A^ lacks a *traR1* homologue but does contain sequence homologous to the 3’-end of *traR1* from ICE*Mc*Sym^1271^, suggesting deletion of an ancestral copy of *traR1* has occurred in R7A. The *traI2* gene on ICE*Mc*Sym^1271^ appears to have become a pseudogene with several internal truncations, but a truncated seemingly nonsense open-reading-frame remains that has retained both its position relative to the upstream *tra* box and translational overlap with *msi172*, as is the case on other related ICEs (S5 Fig). On ICE*Ml*Sym^R7A^, *traI2* is a complete and potentially functional gene, but ICE*Ml*Sym^R7A^ excision or transfer is unaffected for a markerless deletion *traI2* mutant, suggesting it too may be in the early stages of pseudogenisation.

For both ICE*Mc*Sym^1271^ and ICE*Ml*Sym^R7A^ the functional AHL-synthase *traI1* and the apparent *traI2* pseudogene that is translationally coupled to *msi172-msi171* are proceeded by a *tra*-box sequence allowing for transcriptional control by TraR. ICE*Ml*Sym^R7A^ is exquisitely sensitive to overexpression of *msi172-msi171* or *rdfS*, which cause growth inhibition and loss of ICE*Ml*Sym^R7A^ respectively [23, 31, 48]. In the presence of AHLs, expression of *traI2-msi172-msi171* in R7A is lower than that observed for *traI1* [27]. Our RNAseq data similarly indicates that that expression from the ICE*Mc*Sym^1271^ *traI1* promoter is stronger than from the *traI2-msi172-msi171* promoter (Table 2, S4A and S4B Fig). 

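Within each QS+ library the *traI1* promoter region had more reads per base pair than the *traI2* promoter region. The ratios were 2.72, 3.76 and 4.05 in QS+ replicates 1 to 3, a mean of 3.51 ± 0.70 (SD, n = 3). Without a correction for the lengths of the promoter features, the mean ratio was 3.95 ± 0.79 (SD, n = 3). Reads on both regions include those that ran on into the *traI1* and *traI2* genes.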

As previously speculated [27], this separation of QS-activated genes involved in stimulation of excision (*msi172-msi171*) and AHL-production (*traI1*) has likely facilitated independent adjustment of expression levels from each QS-activated promoter. This type of genetic uncoupling of AHL synthase genes from other QS-activated genes could in some instances explain the presence of orphan–or solo—QS regulators and AHL-synthase genes frequently identified throughout gram-negative bacteria [49, 50].

ICE^3^s are a novel and unexpected form of MGE and the three-integrase system seemingly introduces considerable unnecessary complexity. However, in this work we show that the activity of RdfS as a master regulator of ICE^3^ excision greatly simplifies the pathway to excision. With RdfS in control, the excisive recombination reactions are induced in a predetermined order to excise ICE*Mc*Sym^1271^. As previously discussed [19, 26], despite the complex arrangement of integrase *att* sites, the formation of the prototype ICE^3^ may have occurred following only two chromosomal inversions between three single-part ICEs or non-conjugative integrating elements. We also suspect that the regulatory control of RdfS over *rdfG* and *rdfM* transcription could have pre-existed ICE^3^ on these ancestral single-part constituents. Several putative symbiosis ICEs carry *rdfS* but lack an associated IntS gene and instead carry a unique integrase and distinct *attL* site within one of five serine tRNA genes (*Mesorhizobium* spp. strains CC1192 [51]; WSM3873 (NZ_LYTM00000000.1), AA23 (NZ_LYTP00000000.1) and WSM3859 (NZ_NSGG00000000.1)). Moreover, numerous more distantly related putative ICEs in the α-proteobacteria carry a homologue of *rdfS* but lack an obvious *intS* homologue [28]. The conservation of *rdfS* but lack of conservation of *intS* on these ICEs suggests that RdfS homologues may be able stimulate excisive recombination through interactions with multiple distinct recombination systems. With this view in mind, the evolution of ICE^3^ and capture of unique ICE genes [26] potentially involves recombination between groups of distinct ICE^3^, ICEs and non-conjugative integrative elements that already share common regulatory control elements. In summary, this work provides substantial insight into the molecular control and evolution of these complex tripartite elements.

## Materials and methods

### Bacteria, plasmids, and growth conditions

Strains and plasmids are listed in Table 3. Strains were cultured as previously described [23, 27, 29, 52, 53]. Allelic replacement, and markerless deletion mutants were constructed using double crossover homologous recombination as previously described [23]. Plasmids for construction of mutants are described in Table 3 and primers used are listed in S1 Table. Construction of plasmids is detailed in Supplementary materials and methods (S1 File).

**Table 3:** Bacterial strains and plasmids.

Strain	^a^ Relevant Characteristics	Reference
***Escherichia coli*** DH10B	F^-^ *endA1* *deoR*^+^ *recA1* *galE15* *galK16* *nupG* *rpsL* Δ*(lac)X74* φ80*lacZΔM15 araD139* Δ*(ara*,*leu)7697 mcrA* Δ*(mrr-hsdRMS-mcrBC)* Str^R^ λ^–^	Invitrogen
ST18	S17 Δ*pir* Δ*hemA*	[54]
***Chromobacterium violaceum***		
CV026	Biosensor strain for detection of C_4_-C_8_ *N-*acyl-homoserine lactones	[29]
***Mesorhizobium ciceri***		
WSM1271	*Bisserula pelecinus* symbiont, harbours ICE*Mc*Sym^1271^ (accession NC_014923.1)	[55]
1271Δ*rdfG*::Ω*aadA*	WSM1271 *rdfG* Ω*aadA* replacement mutant	This study
1271Δ*rdfM*::Ω*aadA*	WSM1271 *rdfM* Ω*aadA* replacement mutant	This study
1271Δ*rdfS*	WSM1271 *rdfS* in frame deletion mutant	This study
***M*. *loti***		
R7ANS	Symbiosis ICE cured derivative of *M*. *loti* R7A	[23]
**Plasmids**		
pJQ200 SK	Suicide vector in *Mesorhizobium*, contains *sacB*, GmR	[56]
pEX18Tc	Suicide vector in *Mesorhizobium*, contains *sacB*, TcR	[57]
pHP45Ω	Insertional inactivation vector carrying an Ω*aadA1* cassette, SmR, SpR	[58]
pJET-*aadA*	pJET 1.2 carrying the Ω*aadA* cassette from pHP45Ω amplified using primers 34 & 35, SmR, SpR, ApR	This study
pJQΩ*rdfG*	pJQ200 SK carrying the Ω*aadA* cassette from pHP45Ω flanked by regions upstream and downstream of *rdfG* amplified using primers 1, 2 & 3, 4, respectively, used to create 1271Δ*rdfG*::Ω*aadA*, SmR, SpR GmR	This study
pJQΩ*rdfM*	pJQ200 SK carrying the Ω*aadA* cassette from pHP45Ω flanked by regions upstream and downstream of *rdfM* amplified using primers 5, 6 & 7, 8, respectively, used to create 1271Δ*rdfM*::Ω*aadA*, SmR, SpR GmR	This study
pEXΔ*rdfS*	pEX18Tc carrying regions flanking *intS* amplified using primers 9, 10 & 11, 12 respectively, used to create WSM1271Δ*rdfS*, TcR	This study
pJP2	Stable (contains Par region), low copy number BHR IncP vector, TcR	[59]
pJP2-*rdfG*	pJP2 carrying *rdfG* from WSM1271 amplified using primers 13 & 14, TcR	This study
pJP2-*rdfM*	pJP2 carrying *rdfM* from WSM1271 amplified using primers 15 & 16, TcR	This study
pJP2-*rdfS*	pJP2 carrying *rdfS* from WSM1271 amplified using primers 17 & 18, TcR	This study
pPR3	pPROBE-KT carrying the *nptII* promoter from pFAJ1708, NmR	[60–62]
pPR3-*rdfG*	pPR3 carrying *rdfG* from WSM1271 amplified using primers 19 & 20, NmR	This study
pPR3-*traI1*	pPR3 carrying *traI1* from WSM1271 amplified using primers 21 & 22, NmR	This study
pSacB	BHR vector carrying inducible IPTG promoter and *sacB* gene, NmR	[19]
pSacB-*rdfM*	pSacB carrying *rdfM* from WSM1271 amplified using primers 23 & 16, NmR	This study
pSDz	BHR plasmid, carries IPTG inducible promoter and promoterless *lacZ*, TcR	[31]
pSDz-*traR1*	pSDz carrying *tra1R* from WSM1271 amplified using primers 24 & 25, TcR	This study
pSDz-*traR2*	pSDz carrying *traR2* from WSM1271 amplified using primers 36 & 37, TcR	This study
pSDz-*msi172171*	pSDz carrying *msi172-msi171* from WSM1271 amplified using primers 26 & 27, TcR	This study
pSDz-P*rdfG*	pSDz carrying the *rdfG* promoter from WSM1271 amplified using primers 28 & 29, TcR	This study
pSDz-P*rdfM*	pSDz carrying the *rdfM* promoter from WSM1271 amplified using primers 30 & 31, TcR	This study
pSDz-P*rdfS*	pSDz carrying the *rdfS* promoter from WSM1271 amplified using primers 32 & 33, TcR	This study
pSDz*P*_*traI1*_*-lacZ*	pSDz carrying the *traI* promoter from WSM1271 amplified using primers 38 & 39, TcR	This study
pSDz*-traR1P*_*traI1*_*-lacZ*	pSDz-*traR1* carrying the *traI* promoter from WSM1271 amplified using primers 38 & 39, TcR	This study
pSDz-*traR2P*_*traI1*_*-lacZ*	pSDz-*traR2* carrying the *traI* promoter from WSM1271 amplified using primers 38 & 39, TcR	This study
pTHQP-1	Standard construct for qPCR assays for ICE^3^ excision, GmR	[19]
pJET 1.2.	Commercial blunt cloning vector, ApR	Thermo Fisher Scientific

^**a**^ Abbreviation for antibiotic resistances are as follows; ApR, ampicillin; GmR, gentamycin; NmR, neomycin; SpR, spectinomycin; SmR, streptomycin; TcR, tetracycline. See S1 Table for primer details.

### Molecular techniques, assays, and bioinformatics

DNA extractions, purifications, electrophoresis and PCR were carried out as previously described [18, 23]. Sanger sequencing was performed by the Australian Genome Research Facility. Nucleotide and amino acid alignments were performed using the T-Coffee multiple sequence aligner [63]. Protein secondary structures were predicted using Jpred(v4) [64]. Synteny comparisons were performed using the Artemis Comparison Tool [65] and plotted with genoplotR [66]. β-galactosidase assays were performed as previously described with three to six biological replicates per treatment [31, 67]. *Mesorhizobium* conjugation experiments were performed as previously described [19]. CV026 bioassays were performed on *E*. *coli* strains by streaking them adjacent to CV026 on LB agar and plates and incubating these plates for 24 h at 28°C [29]. CV026 well-diffusion bioassays were performed on *M*. *loti* strains as previously described [28, 29]. All cloning was carried out in *E*. *coli* DH10B and constructs were chemically transformed [68] into *E*. *coli* ST18 for mobilisation into *Mesorhizobium* spp. via biparental mating [54].

### qPCR assays for ICE^3^ excision

Genomic DNA for qPCR was extracted from 64-h TY broth cultures as previously described [19]. Our previously validated qPCR assay [19] was used to measure the percentage of chromosomes carrying each individual *attB* (*attB*_*G*,_ *attB*_*M*_, and *attB*_*S*_) and corresponding *attP* (*attP*_*G*,_ *attP*_*M*_, and *attP*_*S*_) site in samples of genomic DNA extracted from WSM1271 cultures. This was achieved by comparing the standardised relative abundance of each *attP* and *attB* site to the chromosomal gene *melR*. Primer sites for the qPCR assay are shown in Fig 1, and described in S1 Table.

### RNA-Sequencing and statistical analysis

TY broth cultures (OD_600_ 0.8–1.0) were grown for RNAseq experiments as previously described [69] with three biological repetitions per treatment and two technical repetitions per sample. Total RNA was isolated as previously described [70]. RNA quality and concentration was analysed at various points throughout processing using Experion StdSense or HighSens analysis kit assays (Bio-Rad Technologies). DNA was removed from approximately 3 μg of total RNA using the TURBO DNA-free kit (Invitrogen) and confirmed using a Qubit fluorometer dsDNA BR assay. rRNA was depleted from total RNA using a Ribo-Zero rRNA magnetic kit (Illumina) and resulting RNA was purified using a RNA Clean & Concentrator (Zymo Research). Barcoded cDNA libraries were prepared from rRNA depleted RNA samples using Ion Total RNA-Seq kit v2 (Thermo Fisher). Each barcoded cDNA library was diluted in DEPC treated milliQ water to a final concentration of 75 pM and templates for sequencing were prepared using an Ion Chef instrument (Thermo Fisher). Sequencing was performed using the Ion Proton system (Thermo Fisher). Read sets from technical repetitions were combined. Adapter sequences were removed using nesoni clip (http://www.vicbioinformatics.com/software.nesoni.shtml). To reduce any potential rRNA/total-RNA abundance biases introduced during rRNA depletion, reads mapping to rRNA genes were removed using FastQ Screen (https://www.bioinformatics.babraham.ac.uk). Reads were mapped to the WSM1271 genome (accession NC_014923) using Bowtie 2 [71] and visualised using Artemis [72] or Integrated Genome Browser [73]. For gene expression analysis, read sets were additionally filtered to remove sequences matching plasmids pPR3*-traI1* and pSDz*-traR1* prior to mapping. 

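Counted over all categories of the authors' filtered table, the QS+ libraries held 13966970, 10939680 and 17540987 reads and the QS- libraries 9835516, 6930519 and 8664489 reads. The share of reads that aligned lay between 96.7% and 98.6% per library. The tRNA gene Mesci_R0008 took 22.8% to 39.3% of the counts on genes per library, the tmRNA gene *ssrA* 4.91% to 16.8% and the tRNA gene Mesci_R0054 6.43% to 10.1%. Reads outside genes, ambiguous reads and reads of low alignment quality made up 10.2% to 14.2% of all reads per library, together with those that did not align.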

An average (per biological replicate) of 14 million (standard deviation (SD) = 3.3 million) QS+ and 8.5 million (SD = 1.5 million) QS- post-filter reads were mapped to WSM1271 with 96.7–98.6% alignment rate. Read counts for gene features were performed using HTSeq [74] with default settings then imported into DESeq2 [33] for identification of differentially expressed genes (S1 Dataset).

To measure expression from the *traI1* and *traI2* promoter regions, the unfiltered reads were mapped to the WSM1271 chromosome using the procedures described above, and read counting was performed using the—nonunique all function on HTSeq so that reads mapping ambiguously to the *traI1* and *traI2* regions and ORFs were counted for both features.

## Supporting information

S1 Fig Predicted secondary structures of RdfG, RdfM, and RdfS. Secondary structures were predicted using Jpred(v4) [64]. α-helices are highlighted in yellow, β-sheets are highlighted in blue. All three proteins carry a predicted two stranded MerR-family winged helix-turn-helix motif characteristic of RDFs [25].
(TIF)

S2 Fig Production of AHLs by TraI1. The *C*. *violaceum* CV026 biosensor strain [29] was used to detect the production of AHLs in (A) *E*. *coli* DH10B or (B) *M*. *loti* R7ANS either constitutively expressing ICE*Mc*Sym^1271^-derived *traI1* from the plasmid pPR3-*traI1*, or carry the empty vector pPR3. Production of a purple violacein halo indicated production of C_4_-C_8_ AHLs.
(TIF)

S3 Fig TraI1-dependent activation of the *traI1* promoter by TraR1 and TraR2. β-galactosidase assays [67] were performed on a set of R7ANS strains carrying the same *traI1* promoter-*lacZ* fusion on either pSDz, pSDz-*traR1*, or pSDz-*traR2*. These strains were induced for expression of *traR1/traR2* with 1 μM IPTG, and also carried either a constitutively expressed copy of *traI1* (pPR3-*traI1*), or the empty vector pPR3. Assays were performed with three biological replicates and mean β-galactosidase activity values (Relative Fluorescent Units/s/OD_600_) were compared by Bonferroni adjusted student’s t-tests. SD is denoted by error bars.
(TIF)

S4 Fig RNA-Seq mapping of the transcriptional start sites for *traI1*, *traI2*, and *rdfS*. The promoter regions of *traI1* (A), *traI2* (B), and *rdfS* genes (C) from WSM1271 were identified based on similarity with homologous regions in R7A. Nucleotide alignments were performed using the T-Coffee multiple sequence aligner [63]. Transcriptional start sites for R7A genes previously mapped by 5’RACE are shown in bold [27, 31]. Relative read depth (or sequencing depth) plots represent a standardised value for the mean number of reads mapped to the positive strand of the regions shown in this figure from the three unfiltered QS+ transcriptome libraries of WSM1271.These plots were produced using Integrated Genome Browser [73]. QS+ strains were induced for QS by overexpressing both *traI1* and *traR1* from the plasmids pPR3-*traI1* and pSDz*-traR1*, respectively. Mean values of 2196.16 ± (SD) 434.70 TPM unfiltered reads and 660.88 ± 276.84 TPM unfiltered reads were mapped to the non-coding regions between the transcriptional start sites and start codons for *traI1* and *traI2*, respectively. A students t-test revealed that this difference was significant (*P =* 0.01).

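Over the 3 QS+ libraries, the standard error of the mean TPM was 251 for the promoter region of *traI1*, the autoinducer synthase gene, and 160 for that of the *traI2* pseudogene. In QS- cells the *traI1* promoter region was at 2.84 ± 2.17 TPM and the *traI2* promoter region at 1.32 ± 1.34 TPM (SD, n = 3 each).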

(TIF)

S5 Fig Alignment of *traI2* promoter regions and TraI2 protein sequences in diverse *Mesorhizobium* spp. (A) The nucleotide sequence of *traI2* promoters and (B) the TraI2 amino acid sequences from six *Mesorhizobium* strains were aligned using the T-coffee multiple sequence aligner [63].
(TIF)

S6 Fig Possible evolution of QS loci on ICE*Ml*Sym^R7A^ and ICE*Mc*Sym^1271^. On ICE*Ml*Sym^R7A^, *traR* is encoded upstream of an operon encoding the likely non-functional AHL-synthase gene *traI2*, *msi172-msi171* and *qseM-qseC*. The functional AHL synthase TraI1 is encoded at a separate location. ICE*Mc*Sym^1271^ carries *traR2* upstream of *qseM*-*qseC*, however, the *traI2-msi172-msi171* region has been translocated to a different position and *traI2* has become internally truncated. ICE*Ml*Sym^1271^ carries a second *traR* gene *traR1* paired with the *traI1* gene. It is likely that ICE*Ml*Sym^R7A^ originally had a *traR1* gene that has subsequently been deleted. Consistent with this notion, the 100-bp upstream of *traI1* closely resembles the 3’-end of *traR1*. Thus, it seems likely that an ancestral ICE carried an operon comprising *traR2-traI2-msi172-msi171* upstream of divergent *qseC* and *qseM* genes and a second QS locus containing *traR1-traI1*. Synteny comparisons were performed using the Artemis Comparison Tool [65] and plotted with genoplotR [66].
(TIF)

S1 Table Oligonucleotides used in this study.

S1 Dataset TPM values and DESeq2 output for differential gene expression analysis.

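The authors' deposited table of differentially expressed genes places 26 of its called genes on region α, 2 on β, 1 on γ and 158 elsewhere on the chromosome, and codes fold changes as QS- over QS+. Of these genes, 186 were tested in the comparison made here and 61 were called, while 0 genes were called here alone. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 788 genes differed between QS+ and QS- cells. In the authors' deposited table *rdfS* has a log2 fold change of -4.30, coded in that direction.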

S1 File Supplementary materials and methods.

# Supplementary material for: Sequential induction of three recombination directionality factors directs assembly of tripartite integrative and conjugative elements
**Source:** PLoS Genet. 2018 Mar 22;14(3):e1007292. doi: 10.1371/journal.pgen.1007292
**Supplement:** S1 File

# Supplementary information

## Primers and plasmid construction.

Primers used to construct plasmids in study are detailed in Table 3 and S1 Table. Plasmids were constructed as follows;

**pJET-*aadA*.** The *aad*A gene was amplified by PCR from pHP45Ω and ligated as a blunt fragment into the commercial linearized cloning vector pJET 2.1.

**pEX∆*rdfS.*** Regions upstream and downstream of the *rdfS* gene were amplified by PCR from WSM1271 DNA and cloned into SalI/BamHI-digested pEX18Tc using Gibson assembly.

**pJQΩ*rdfG* and pJQΩ*rdfM.*** Regions upstream and downstream of *rdfG* and *rdfM* genes were amplified by PCR from WSM1271 DNA. Upstream fragments were digested with SacI/XhoI, downstream fragments were digested with XbaI/NotI, and the pJET*aadA* plasmid was digested with XhoI/XbaI to release the Ω*aadA* cassette. These three products were ligated with SacI/NotI digested pJQ200 SK and plated onto LB agar supplemented with gentamycin to select for the pJQ200 SK backbone, and spectinomycin to select for Ω*aadA*. The unique arrangement of restriction sites ensured that the final constructs comprised the pJQ200 SK backbone carrying the Ω*aadA* cassette flanked by the upstream and downstream regions of *rdfG* or *rdfM.*

**pJP2-*rdfG,* pJP2-*rdfM*, and pJP2-*rdfS*.** The *rdfG, rdfM,* and *rdfS* genes and upstream intergenic regions were amplified by PCR from WSM1271 DNA and cloned into pJP2 as HindIII-XbaI fragments.

**pPR3-*rdfG.*** The *rdfG* gene and its ribosome binding site (RBS) were amplified by PCR from WSM1271 DNA and cloned into pPR3 downstream of the *nptII* promoter as a BamHI-KpnI fragment.

**pPR3-*traI1.*** The *traI1* gene and an artificially introduced RBS were amplified by PCR from WSM1271 DNA and cloned into pPR3 downstream of the *nptII* promoter as a KpnI fragment.

**pSacB-*rdfM*.** The *rdfM* gene and an artificially introduced RBS were amplified by PCR from WSM1271 genomic DNA and cloned into pSacB downstream of the *lac* promoter as a XbaI-SacI fragment.

**pSDz-*traR1* and pSDz-*traR2.*** The *traR1* and *traR2* genes and an artificially introduced RBS were each amplified by PCR from WSM1271 DNA and cloned into pSDz downstream of the *lac* promoter as PstI-XbaI and SpeI-XbaI fragments respectively.

**pSDz-*msi172171.*** The *msi172-msi171* ORFs and an artificially introduced RBS were amplified by PCR from WSM1271 genomic DNA and cloned downstream of the *lac* promoter of EcoRI/HindIII-digested pSDz using Gibson assembly.

**pSDz-P*rdfG,* pSDz-P*rdfM*, and pSDz-P*rdfS*.** Non-coding regions upstream of the *rdfG, rdfM,* and *rdfS* genes (presumably capturing the native promoters) were amplified by PCR from WSM1271 DNA and cloned into pSDz downstream of the IPTG inducible promoter as XhoI fragments.

**pSDz*P_traI1_-lacZ,* pSDz-*traR1P_traI1_-lacZ,* and *pSDz-traR2P_traI1_-lacZ.*** The non-coding regions upstream of *traI1* was amplified by PCR from WSM1271 DNA and cloned into pSDz, pSDz-*traR1,* and pSDz-*traR* downstream of the promoterless *lacZ* genes as XhoI-BglII fragments.

How the deposited data were processed for this re-analysis (not part of the article)

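RNA from *M. ciceri* WSM1271 with induced quorum sensing (QS+) and with empty vectors (QS-) was measured in 3 biological replicates per group. The authors removed adapters with nesoni clip, removed reads of rRNA genes with FastQ Screen and reads of plasmid backbones with a tool that is not named, mapped the rest to the WSM1271 chromosome with Bowtie 2 and combined 2 technical read sets per replicate. The versions of these tools are not stated. The count values deposited by the authors are raw HTSeq read counts per gene, in a table with the reads matching the introduced plasmid genes removed (5934 genes) and a table with those reads kept (5936 features), in which an ambiguous read is counted for each feature. The log2 fold changes deposited by the authors are from DESeq2, coded QS- over QS+ for the filtered counts and QS+ over QS- for the unfiltered counts. The score values deposited by the authors are DESeq2's Wald statistics, equal to the log2 fold change over its standard error. The p-values deposited by the authors are DESeq2's, raw and adjusted by the Benjamini-Hochberg method. The signal values deposited by the authors are means over the 6 libraries of counts divided by DESeq2 size factors. The authors' tables also give feature lengths in bp, the location of each gene they called, and the sizes of the element and of the rest of the chromosome.

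The counts were analysed in R 4.3.3. The main comparison used edgeR 4.0.16 with TMM normalization, a low-count filter by group (filterByExpr) and the quasi-likelihood F test of QS+ against QS-. It tested 5607 genes of the filtered table and 5663 features of the unfiltered table. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. A change of at least 2-fold is a log2 fold change of at least 1 in either direction. Levels are CPM of the TMM-scaled library size, and errors beside them are SDs. The quasi-likelihood test gives no standard error. Those printed for edgeR are the absolute log2 fold change divided by the square root of the F statistic. Where QS- cells had 0 counts the fold is a lower bound against a floor of 3 counts over the group. Where they had 1 to 3 counts the ratio of totals is given with its exact 95% counting interval. This ratio is also given beside the fitted values of *traI1*, *traI2*, *msi171* and the promoter regions. TPM of the promoter regions was computed from the unfiltered counts and the feature lengths.

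Of the 31 gene lists fixed before the data were examined, 23 had enough measured members and were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an adjustment over these lists. The lists for type III secretion, chemotaxis, ATP synthase, denitrification and nitrate reduction, cold shock, transposases, phage proteins and efflux pumps had too few genes with a symbol and were not tested. A list of sulfur genes was added after the results were seen. Symbols came from the reference annotation, which matched 5827 genes of the table and gives a symbol for 965 of them, and the symbol patterns of the lists were written after the data had been seen. *rlxS* was counted in the *rdfS* list and not in the type IV secretion list. Membership of the element followed the authors' location for the genes they called and otherwise the locus tags between the outermost genes that the paper names for each region. Those tags hold 139 of the 5607 genes tested (while the element is 7.60% of the chromosome), so most genes of the element that were not called count as outside it. Fisher's exact test of called genes on the element, set before the data were examined, is therefore not reported, since it rests on a membership drawn largely from called genes. Promoter and excisionase levels were compared with exact permutation tests, which took no account of values coming from the same library.

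The filtered table held between 5985914 and 15230556 counts on genes per library. QS- replicate 3 had 15.5% of its counts on protein-coding genes and a TMM factor of 0.537, so that its effective library size was the smallest. Counts were simulated from the gene means, dispersions and library sizes of these data, with changes put in genes not near 0. In them, 32 of 70 genes changed 2-fold, 68 of 70 changed 4-fold and 60 of 60 changed 16-fold were called. Genes left as they were gave 14 calls, 8.0% of all calls. Other differences between the libraries were not simulated.

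The alternatives set before the data were examined numbered 15. They were DESeq2's size factors in edgeR, total counts only, no low-count filter, at least 10 counts in every library, the DESeq2 1.42.0 Wald test without and with a prior on fold changes, the unfiltered counts, the replicate number as a block, the structural RNA genes left out, and leaving out each library in turn. For single results, promoter ratios without a length correction, levels from total counts and an estimated correlation in camera were also set before. There were 2 added after seeing the data: edgeR with robust empirical Bayes and limma voom with sample weights. Several of the settings were first run while the data were being explored. Replicate numbers were not taken to pair the libraries, since 0 of the 3 pairs of QS+ and QS- libraries with the same number correlated at over 0.1. The TPM values of the paper's S1 Dataset, the qPCR, reporter and conjugation measurements were not used here.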

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

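The tests of scaling, of QS- replicate 3, of methionine demand, of plasmid reads and neighbours of Mesci_5666 and of depth were chosen after the results were seen. The transcript-length test and the splits of the libraries were set before.

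By the authors' locations 38 called genes lie outside the element, Mesci_5666 among them. The paper's text counts such genes but does not discuss them by name. Of the 38, 25 were higher in QS+ cells, with a median log2 fold change of 2.01, and 13 were lower, with a median of -1.40. As a test of the low mRNA share of QS- replicate 3, the medians were computed without it. Without that library the median change was still at least 1.01 times its value in both directions. These genes were picked as called with that library included, which favours genes on which the libraries agree. Their median could therefore hardly fall far, and the test does not decide whether the low mRNA share matters. Without that library 13 of the 25 higher and 13 of the 13 lower genes were still called. As a test of the scale set by abundant structural RNA genes, 3 other scalings gave a lowest ratio of 0.881. None could move medians of this size much, since the largest shift over all genes was 0.16 (total counts only). The ratio therefore says nothing on which of these genes were called, and that did depend on the scale. Their direction was the same in all the settings that tested them, but 15 were called with total counts only (14 higher and 1 lower), 23 with the replicate number as a block (14 higher and 9 lower), 14 of the 26 tested with at least 10 counts in every library, 9 without QS- replicate 1, 26 without QS- replicate 3, 12 without QS+ replicate 1, 27 without QS+ replicate 2 and 14 without QS+ replicate 3. A candidate explanation for the sulfur genes among them is demand for S-adenosylmethionine from the introduced TraI1. The 7 genes tested for it, *metF*, *metH*, *metW*, *metX*, *ahcY* and the *metK* genes, had a median log2 fold change of 0.63. The *metK* genes had -0.10 and 0.04, and the rest of the 7 had 0.63 to 1.37. The cysteine and sulfonate genes, predicted not to rise under this explanation, had 0.77. That part of the prediction failed, and the test leaves the explanation open.

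Mesci_5666, a HAD-family hydrolase gene that the authors place on the chromosome outside the element, had a log2 fold change of 5.48 (adjusted p = 1.18e-05 from edgeR), at 68.8 ± 16.3 CPM in QS+ and 1.53 ± 0.14 CPM in QS- cells (SD, n = 3 each). The introduced plasmids are argued against as the source of its reads, since the unfiltered count in QS+ cells was 1 times the filtered count. Transcription running in from the measured neighbours Mesci_5665 and Mesci_5670 is argued against as well, since the higher log2 fold change of the 2 was 0.12. This covers only these 2 genes. The positions of the raised *traI2*, *msi172* and *msi171* are not given, so transcription from them or from an unmeasured gene nearby stays open. Mesci_5666 was called in all 16 alternatives that tested it. It lies at 5859852 to 5860616, between *traI1* (5752209 to 5752844) and *traR2* (5873729 to 5874454), which the paper puts on region α. The authors' location of Mesci_5666 outside the element is therefore in doubt. Whether a promoter inside the element drives it was not tested.

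QS- replicate 3 had 15.5% of its counts on protein-coding genes. Its count of *rnpB*, the RNase P RNA, was 1911, against 18940 to 37505 in the other libraries. Lower depth is argued against, since its total count was 1.30 times the lowest of the other QS- libraries. Loss that depends on transcript length was predicted to put the shortest protein-coding genes (up to 561 bp) above the longest (from 1188 bp) in this library. They lay at a log2 ratio of -0.24 to the longest, the opposite direction, beside 0.28 in QS- replicate 2 and -0.03 in QS- replicate 1. A loss in that opposite direction was not predicted and stays open. No biological explanation was tested.

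*traI1* kept a log2 fold change of 7.21 in the plasmid-filtered counts, which the paper's text does not report. The authors' deposited table holds the gene in the filtered counts at a log2 fold change of -4.36, coded QS- over QS+. The counts do not tell chromosomal from plasmid reads.

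The 6 libraries allow 10 splits of 3 and 3, too few for a share under 0.05, and only 1 of the 10, the real one, gave results as large. The real split and the highest other gave 61 and 32 called genes, 59 and 31 with at least 2-fold change, 23 and 0 on the element (counted over the part of it whose genes can be placed), and 9 and 6 gene lists. The 32 calls came from the split that groups QS+ replicates 1 and 3 with QS- replicate 2, and all were outside the element. Every other mixed split called 0 genes. Differences between libraries that do not follow the QS groups can thus also give calls outside the element. Each mixed split has QS+ and QS- libraries in both groups, which raises the spread within groups and lowers the calls. Membership of the element was also drawn largely from genes called in the real split. The lower values of the other splits are therefore no measure of chance.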

How the results depend on the processing

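Robust dispersion and limma voom with sample weights were chosen after seeing the data. Genes called, 61 with the settings reported, and those changed at least 2-fold, 59, numbered 20 and 20 with at least 10 counts in every library (6 on the element), 181 and 119 with DESeq2, 129 and 91 with voom, and 29 to 174 and 29 to 138 when a library was left out (29 without QS- replicate 1, 174 without QS- replicate 2, 32 without QS+ replicate 1, 36 without QS+ replicate 3). DESeq2 with a prior called 179. The filter of 10 counts tests no gene near 0 in QS- cells. With the replicate number as a block 45 genes were called (36 higher, 9 lower). Total counts only moved the median log2 fold change of all genes by 0.16, and 91.8% of the 49 called genes were higher, against 78.7%. The cause of these shifts was not tested.

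*rdfS* in QS+ cells was at 67.0 CPM in the unfiltered counts, and *rdfM* at 2.60 CPM with total counts only. With an estimated correlation 1 gene list was called, the pilus cluster, against 9.

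Values that changed sign were all for genes that were not called. The log2 fold change of *intM* was 0.18 with total counts only, 0.00476 with at least 10 counts, 0.0796 with voom and -0.23 to 0.10 with a library left out. That of Mesci_R0008 was -0.95 to 0.19 with a library left out. That of *ssrA* was -0.0328 with the block, -0.00264 with voom and -0.52 to 0.46 with a library left out. The adjusted p of the structural RNA list ranged from 4.69e-07 to 0.268 with a library left out; the list turned higher without QS- replicate 3 (0.267), and its call was also lost without QS+ replicate 1. The promoter regions and the unfiltered *traI1* and *traR1* kept their calls in all the settings set before the data were examined that tested them.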

Differences from the paper's values

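The values computed here come from the settings named in each sentence, and the paper's errors in Table 2 are standard errors of the log2 fold change turned into factors, so they multiply or divide the fold. Of the tests in this part, limma voom with sample weights was chosen after the results were seen.

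The paper counts 187 differentially expressed genes, and 61 were called here at the same adjusted p threshold; DESeq2 called 181, DESeq2 with a prior on fold changes 179 and edgeR without QS- replicate 2 174, while the other alternatives set before the data were examined stayed apart. Voom with sample weights, chosen after seeing the values, called 129 genes, 20.9% of them on the element. The paper places 15.5% of them on the element, against 37.7% here; the same 3 alternatives gave 16.0%, 16.2% and 19.0%, and the others differed.

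The folds of QS+ over QS- in the paper's Table 2 and here, the paper's first, were 58.14 and 307 for *rlxS*, 121.45 and 674 for *PtraI1*, 37.54 and 463 for *PtraI2*, 141.41 and 1336 for *traI2*, 156.99 and 1209 for *msi171*, 8.28 and 22.3 for *msi021*, 10.58 and 22.2 for *trbI*, 18.07 and 77.8 for *trbG*, 14.48 and 61.9 for *trbF*, 19.35 and 98.9 for *trbL*, 42.31 and 250.0 for *trbJ*, 64.16 and 337 for *trbE*, 5.39 and 64.1 for *trbB* and 13.88 and 101 for *msi031* from fitted values, 41.10 and 1137 for *msi107*, 61.71 and 1560 for *msi172*, 14.43 and 244 for *trbD* and 9.71 and 313 for *trbC* from ratios of totals, and 19.74 and at least 273 for *rdfS* and 29.21 and at least 673 for *traF* fold higher as lower bounds. For the genes lower in QS+ cells they were -2.35 and -4.52 for *queD*, -2.29 and -4.71 for *queC* and -2.34 and -3.65 for *queB*. DESeq2 with a prior on fold changes is the alternative set before the data were examined under which these folds lie within the paper's, with the exception of *trbB* (2.38), which no setting closes; *queB* came within 1.5 times the paper's value, the margin used here, with total counts only (-3.11), the block (-3.34) and without QS- replicate 1 (-2.78), and only just with -3.49 without QS- replicate 3 and -3.47 without QS+ replicate 3. The other alternatives left the folds apart. A prior on fold changes draws them toward no change. The folds listed here beside the paper's were computed without it, so they are unlike measures.

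The paper lists *queD*, *queC*, *queB*, Mesci_5526, Mesci_5579 and Mesci_2555 as differentially expressed, and they were not called here; DESeq2 without and with a prior and edgeR without QS- replicate 2 called them, and voom with sample weights, chosen after seeing the values, called all of them but Mesci_5579 and dropped *rdfG*, so 2 of the 28 genes of Table 2. The paper's text calls the error of the promoter TPM a standard error and its supplementary legend an SD; the SDs computed here, 435 and 277, match it. Table 2 puts Mesci_5510 and Mesci_5579 under region β, while the authors' deposited table locates both on α. The reference names Mesci_5560, Mesci_5561 and Mesci_5562 *queE*, *queD* and *queC*.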

Other observations

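The sulfur list and its test were chosen after the results were seen. The other lists were named before the data were examined, but the symbol patterns that set their members were written after the data had been seen.

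Of 24 genes of sulfur assimilation, sulfonate use and methionine synthesis, 4 were called higher in QS+ cells. These were *metW* (1.33), *metX* (1.37), *tauA* (1.64) and *ssuD* (Mesci_0849, 1.70, log2 fold changes). Another *ssuD* gene, Mesci_0291, had 2.10 and was not called (adjusted p = 0.0693 from edgeR), and *ssuD* below means Mesci_0849. When adjusted over the list alone, 15 were called. DESeq2 called 11 and voom 5. With total counts only none of these 4 was called, and with at least 10 counts in every library or the block *metW* and *ssuD* were not; *ssuD* was not called with voom. The call of *metW* was lost without QS- replicate 1 and QS+ replicates 1, 2 and 3 (adjusted p = 0.193, 0.185, 0.114 and 0.176 from edgeR), and that of *ssuD* without QS- replicates 1 and 3 and QS+ replicates 1 and 3 (0.193, 0.0685, 0.149 and 0.176). *metX* lost its call without QS- replicate 1 and QS+ replicate 1, and *tauA* without these and QS+ replicate 3. The camera p in limma was 5.38e-11 (p = 0.00309 with an estimated correlation), and the list is not independent evidence, since it was picked from these calls.

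The genes lower outside the element included, picked here from the calls with no test of a shared function, the alpha-galactosidase genes Mesci_2357 and Mesci_2362 (log2 -1.85 and -1.40) with the transporter genes Mesci_2358, Mesci_2359 and Mesci_2360 between them (-1.78, -1.80 and -1.55). They also included the monosaccharide transporter genes Mesci_2655 and Mesci_2656 (-1.24 and -1.16) and, at another place, Mesci_3044 and Mesci_3046 (-1.26 and -1.60), which lie close to the GntR-type regulator gene Mesci_3047 (-2.13). With total counts only, Mesci_3047 alone of all 13 lower genes was called. Calls were also lost when a library was left out: Mesci_2655 without QS- replicate 1 and QS+ replicates 1, 2 and 3 (adjusted p = 0.0723, 0.149, 0.0768 and 0.185 from edgeR), Mesci_2656 without the same libraries (0.165, 0.240, 0.102 and 0.192), Mesci_2360 without QS- replicate 1 and QS+ replicates 2 and 3 (0.0965, 0.0535 and 0.111), Mesci_2362 without QS+ replicates 1 and 3 (0.0514 and 0.0995) and Mesci_3044 without QS+ replicate 1 (0.0514). With at least 10 counts in every library Mesci_2655 and Mesci_2656 were not called, nor was Mesci_2656 with the block or in the unfiltered counts. The sugar transport list of 8 genes with a symbol held none of these and was not called (adjusted p = 0.338 from limma's camera).

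Of 20 flagellar genes 0 were called by edgeR, 11 were higher at an unadjusted p under 0.05 and 7 when adjusted over the list alone; DESeq2 and voom called 0. All 20 had a positive log2 fold change, with a median of 0.44, and the list was called (adjusted p = 1.42e-07 from limma's camera; adjusted p = 0.237 with an estimated correlation). Of 50 ribosomal protein genes edgeR called 0, with 17 lower at an unadjusted p under 0.05, DESeq2 2 and voom 1; all 50 were negative, median -0.48 (adjusted p = 1.26e-10 from limma's camera; adjusted p = 0.589 with an estimated correlation). Of 12 cytochrome oxidase genes 1 was called, Mesci_5510, with DESeq2 4 and voom 5 (adjusted p = 6.80e-06 from limma's camera; adjusted p = 0.237 with an estimated correlation), and *cyoA*, *cyoB*, *cyoC* and *cyoD* had log2 fold changes of 2.30, 2.43, 2.63 and 2.77 that did not pass.

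Of 16 chaperone genes edgeR called 0, with 4 lower at an unadjusted p under 0.05, and DESeq2 and voom 0 (adjusted p = 0.0458 from limma's camera; adjusted p = 0.589 with an estimated correlation); the call was lost without QS- replicate 1 (0.428), QS+ replicate 1 (0.0556) and QS+ replicate 3 (0.150). Of 50 structural RNA genes edgeR called 0, with 1 higher and 3 lower at an unadjusted p under 0.05, DESeq2 1 and voom 1, with a median of -0.43 that was -0.03 with total counts only and 0.25 without QS- replicate 3 (adjusted p = 0.0151 from limma's camera; adjusted p = 0.782 with an estimated correlation).

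The other lists were not called by limma's camera: nitrogen fixation and nodulation (adjusted p = 0.765 for each), type IV secretion outside the pilus cluster (0.159), NADH-quinone oxidoreductase (0.325), oxidative stress (0.742), DNA repair, sigma factors and iron uptake (0.786 for each), exopolysaccharide (0.356), amino acid transport (0.75), nicotinate and NAD synthesis (0.428), cell division (0.519) and integrases (0.560, with *intS* called).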
